# MOF-mediated histone H4 Lysine 16 acetylation governs mitochondrial and ciliary functions by controlling gene promoters

**DOI:** 10.1038/s41467-023-40108-0

**Published:** 2023-07-21

**Authors:** Dongmei Wang, Haimin Li, Navdeep S. Chandel, Yali Dou, Rui Yi

**Keywords:** Histone post-translational modifications, Ciliogenesis, Transcription

## Abstract

Histone H4 lysine 16 acetylation (H4K16ac), governed by the histone acetyltransferase MOF, orchestrates gene expression regulation and chromatin interaction. However, the roles of MOF and H4K16ac in controlling cellular function and regulating mammalian tissue development remain unclear. Here we show that conditional deletion of *Mof* in the skin, but not *Kansl1*, causes severe defects in the self-renewal of basal epithelial progenitors, epidermal differentiation, and hair follicle growth, resulting in barrier defects and perinatal lethality. MOF-regulated genes are highly enriched for essential functions in the mitochondria and cilia. Genetic deletion of *Uqcrq*, an essential subunit for the electron transport chain (ETC) Complex III, in the skin, recapitulates the defects in epidermal differentiation and hair follicle growth observed in MOF knockout mouse. Together, this study reveals the requirement of MOF-mediated epigenetic mechanism for regulating mitochondrial and ciliary gene expression and underscores the important function of the MOF/ETC axis for mammalian skin development.

## Abstract (web summary)

Here the authors show that epigenetic regulation through the histone acetyltransferase MOF and the acetylation of histone H4 lysine 16 affect essential functions in the mitochondria and primary cilia. This regulation is important to promote epidermal differentiation and hair follicle formation.

## Introduction

Histone H4 lysine 16 acetylation (H4K16ac) has been implicated to play important functions, ranging from chromatin decompaction, and gene expression regulation to priming future gene activation^1–6^. Although histone acetylation is generally associated with gene expression activation, H4K16ac is distinct from the acetylation at positions 5, 8, and 12 of histone H4 with specific transcriptional outcomes when ablated in budding yeast^7^. Structural and biophysical studies demonstrate that H4K16ac plays an essential role in transcription activation mediated by its ability to regulate both nucleosome structure and interaction with chromatin-binding proteins, such as epigenetic modifiers for other histone marks^8–10^. H4K16ac is catalyzed by the MYST-family lysine acetyltransferase (KAT) MOF^11,12^ (also known as KAT8), which is broadly conserved in flies, mice and humans. However, MOF has been detected in two highly conserved and mutually exclusive complexes, MSL (male-specific lethal) and NSL (non-specific lethal), in fly, mouse, and human cells^11,13–15^. Whereas MSL is largely specific to H4K16ac^16,17^, recent studies in mammalian cells have demonstrated that many functions of MOF, including promoting mtDNA transcription^1^, are mediated by NSL, which has a broader range of substrates than H4K16ac^13,16,18^. While these studies have demonstrated complex functions of MOF in mammalian cells^3,19–21^, the lack of genetic study for MOF comparatively with the NSL complex has severely hindered the understanding of MOF/H4K16ac-mediated functions in mammalian development. Furthermore, it remains unclear how the MOF-regulated gene expression program governs cellular functions and lineage differentiation during mammalian tissue development. Mechanistically, although H4K16ac has the unique ability to decompact chromatin structure and orchestrate other chromatin marks to activate gene expression^7,9,10,22^, whether specific transcription factors (TFs) require MOF and H4K16ac to regulate gene expression and cellular functions remains unknown.

To address these important questions, we leverage the spatiotemporally well-established lineage specification and tissue morphogenesis in mammalian skin to define the function and mechanism of MOF and H4K16ac. We employed epithelial specific conditional knockout (cKO) mouse models for both *Mof* and *Kansl1*, an essential component of the NSL complex^14,15,23^. Our findings provide genetic evidence that *Mof*, but not *Kansl1*, plays a crucial role in embryonic skin development. Furthermore, we discover that MOF-regulated genes are highly enriched in those involved in two important organelles, mitochondria, and primary cilia, in the skin. Notably, many MOF targets, particularly ciliary genes and, to a lesser extent, mitochondrial genes, are regulated by a family of conserved RFX (Regulatory Factor binding to the X-box) transcription factors (TFs), which preferentially bind to gene promoters and regulate gene expression in a MOF-dependent manner. Finally, we present genetic evidence that MOF-regulated mitochondrial functions, through the electron transport chain (ETC), are critical for epidermal differentiation and hair follicle development.

## Results

### MOF and H4K16ac are required for embryonic skin development

We first examined the functions of MOF during embryonic skin development by conditionally deleting MOF (cKO) with an epithelial specific Cre line (*Krt14-Cre*)^5,24^. Immunofluorescence (IF) staining for H4K16ac, which requires the acetyltransferase activity of MOF^23^, in embryonic skin revealed that this histone mark is ubiquitously present in both epithelial and dermal cells of the skin. Homozygous deletion of *Mof* by *Krt14-Cre* (MOF cKO) resulted in a gradual depletion of H4K16ac in the embryonic epidermis (Fig. 1a). At embryonic day 15.5 (E15.5), H4K16ac level was reduced to ~30% of control. By E16.5, the H4K16ac level was further reduced to <20%. In contrast, the H4K16ac signal in the dermis was intact.

**Fig. 1:**
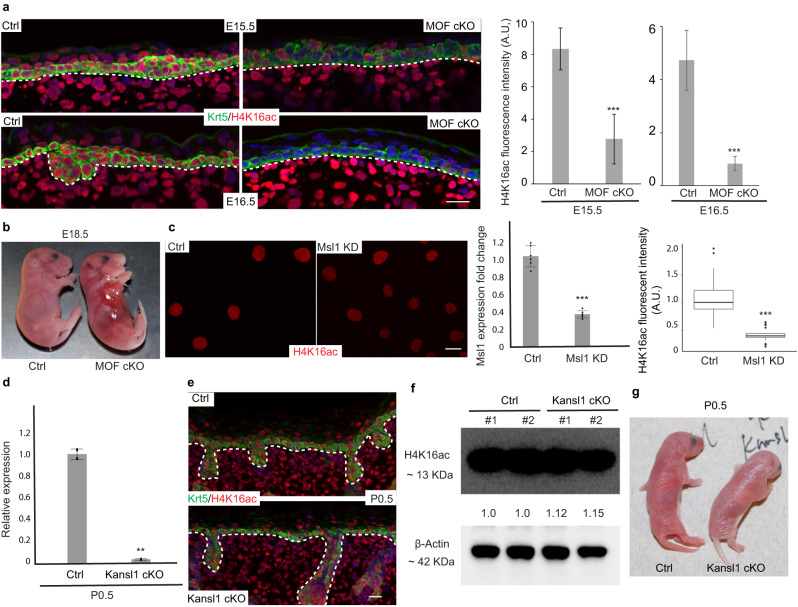
MOF and H4K16ac are required for embryonic skin development. **a** Immunofluorescence (IF) staining showing ubiquitous distribution of H4K16ac throughout the embryonic skin in control (Ctrl) animals, and gradual loss of H4K16ac in the epidermis of MOF cKO animals at embryonic day 15.5 (E15.5) and E16.5. And quantification of H4K16ac fluorescence intensity (*n* = 15 cells. Data are represented as mean value ± SEM) for E15.5 and E16.5 samples. **b** Partial loss of skin and thinner skin in MOF cKO animals at E18.5. **c** IF staining and quantification showing reduced H4K16ac upon knockdown of *Msl1* by shRNA in mouse keratinocytes. *n* = 25 cells for control, *n* = 23 cells for *Msl1* KD. Data are represented as mean value ± SEM**. d** Knockout of *Kansl1* exon3 in epidermis confirmed by qPCR. *n* = 2 animals per genotype. **e** H4K16ac staining in P0.5 control and *Kansl1* cKO. **f** Quantification of H4K16ac level by Western blot in P0.5 *Kansl1* cKO epidermal cells. Two animals per genotype are shown. **g** Indistinguishable appearance of *Kansl1* cKO from control animals at P0.5. Ctrl, control. A.U., Arbitrary Unit. White dashed lines mark the epidermal-dermal boundary (**a**, **e**). *P* values were calculated by unpaired two-sided Student’s *t*-test (**a**, **c**, **d**), **P < 0.01; ***P < 0.001. The exact *P* values are shown in Supplementary Data 4. Scale bar, 20 μm. Source data are provided as a Source Data file.

Although MOF cKO mice were born at the expected Mendelian ratio and had a similar size to their wildtype (WT) or heterozygous (het) littermate controls, they died within a few hours after birth, indicative of severe defects in the skin. Indeed, most newborn MOF cKOs missed parts of their skin, usually at the flank regions near the forelimbs. To circumvent skin detachment caused by mechanical stress during birth, we collected embryos at E18.5. Yet, MOF cKO embryos already developed fragile skin that was occasionally detached from the underlying dermis (Fig. 1b). In areas where the skin was present, it was visibly thin, indicating defective epidermal formation. These data provided initial evidence that loss of MOF compromised epidermal adhesion and differentiation during embryonic skin development.

MOF resides in mutually exclusive and evolutionarily conserved MSL and NSL complexes. Although both complexes are capable of acetylating H4K16, MSL has been identified as the main HAT complex acetylating H4K16^16,20,21^. Consistent with this notion, shRNA knockdown of *Msl1*, an essential component of MSL^16,23^, resulted in significantly reduced H4K16ac in primary mouse keratinocytes (Fig. 1c). In contrast to the MSL complex, non-histone acetylation activities of MOF, such as acetylation of p53 and LSD1^13,16,18^ as well as intramitochondrial gene regulation^1^, are restricted to the NSL complex.

To examine whether the severe defects observed in MOF cKO are mediated by deacetylation of H4K16 or other substrates of MOF mediated by NSL, we deleted an essential component of NSL, *Kansl1* also known as MSL1v1^13,15^, in epithelial cells of the skin by using the same *Krt14-Cre* (Kansl1 cKO). The knockout strategy removes the third exon of *Kansl1* (Supplementary Fig. 1a), which generates two consecutive premature stop codons immediately in the next exon and abrogates the expression of well-characterized functional domains of KANSL1, including the WDR5 binding domain and MOF binding domain^15^. 

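For Kansl1, polyadenylated RNA of P0.5 epidermis was sequenced from 2 control and 2 Kansl1 cKO animals. The epidermal sheets were separated from the dermis with Dispase and floated on TRIzol, so RNA of any cell left on the sheet entered the libraries. The authors aligned the reads to mm10 with HISAT2, counted them per gene with HTSeq-count and deposited the counts without normalization. The counts on genes were 9108709 and 14327981 in the control libraries and 19774643 and 13712311 in the Kansl1 cKO libraries, with medians of 11718345 and 16743477. At these depths 1 count stood for between 0.0484 and 0.115 CPM, the unit of edgeR's counts scaled to a common library size. Library sizes were scaled with edgeR's TMM factors, and 13031 genes passed edgeR's filter on low counts. Each gene was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with an adjusted p of 0.01 or lower and a fold change over 1.5 as thresholds. With 2 libraries per group, the estimate of the spread rests on few values and is shared across genes. The targeted gene, Kansl1, lies on the minus strand of chromosome 11 of mm10 from 104333229 to 104468861 in the GENCODE annotation. Its counts were 355 and 745 in the control libraries and 649 and 387 in the Kansl1 cKO libraries. After scaling, these were 44.4 ± 5.30 CPM (SD, n = 2) in control and 31.0 ± 0.600 CPM (SD, n = 2) in Kansl1 cKO. The log2 fold change was -0.52 (standard error 0.167, adjusted p = 0.242 from edgeR's quasi-likelihood test), and both Kansl1 cKO libraries lay below both control libraries. Counts per gene do not separate the deleted exon from the remaining ones, so transcripts without that exon still count toward Kansl1.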

Epithelial cell-specific deletion was confirmed by genotyping (Supplementary Fig. 1b), qPCR (Fig. 1d), and RNA-seq (Supplementary Fig. 1c). Genetic deletion of *Kansl1* in the epidermis, however, did not strongly affect H4K16ac as shown by IF staining (Fig. 1e) and western blot (Fig. 1f). In sharp contrast to the severe defects observed in MOF cKO mice, *Kansl1* cKO mice were indistinguishable from control littermates (Fig. 1g) and lived normally. Upon closer examination, a slight increase of apoptosis was detected in *Kansl1* cKO epidermis (Supplementary Fig. 1d). Basement membrane (BM) marked by β4 integrin, epidermal differentiation marked by KRT1, hair follicle progenitors marked by SOX9 and cell proliferation marked by Ki67 all appeared normal and indistinguishable between control and *Kansl1* cKO (Supplementary Fig. 1e). Furthermore, RNA-seq of control and *Kansl1* cKO epidermal samples only identified 51 downregulated genes and 35 upregulated genes in *Kansl1* cKO (Supplementary Fig. 1f), consistent with the minimum perturbation to skin development. 

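Under edgeR's quasi-likelihood test, 0 genes were downregulated and 0 were upregulated in Kansl1 cKO among the 13031 genes tested, and the smallest adjusted p was 0.110. At an unadjusted p under 0.05, 2045 genes differed, 1077 of them lower and 968 higher in Kansl1 cKO. That is above a share of 0.05 of the tested genes, the average when no gene differs. The 0 calls therefore do not show that no gene changed. DESeq2, the tool named in the methods, gave 55 downregulated and 35 upregulated genes from the same counts at the same thresholds. Keeping every gene with at least 1 count in edgeR's fit moved the counts most, to 117 and 73. In simulated counts, edgeR's quasi-likelihood test recovered 86.0% of genes changed 4-fold and 33.3% of genes changed 2-fold. Each simulated gene had the average spread fitted for its expression, without the differences in spread between genes. These shares therefore do not carry over to the real counts. There, Sumf1 and Akr1c18, with log2 fold changes of -2.32 and 3.73, had adjusted p-values of 0.110 and 0.1765 from edgeR's quasi-likelihood test. The libraries were not matched for sex. Xist was at 1.23 CPM in control replicate 2 and between 370.7 and 426 CPM in the other 3 libraries, and Ddx3y was at 117 CPM in control replicate 2 and had 0 counts in the others. The paper sets the small number of changed genes beside the minor perturbation of skin development that it describes for Kansl1 cKO.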

Taken together, these data establish the requirement of MOF-controlled H4K16ac during embryonic skin development and reveal the dispensable role of the NSL complex for MOF-mediated functions in the skin.

### Loss of MOF compromises basal cell adhesion, epidermal differentiation, and hair follicle morphogenesis

We next performed an in-depth examination of epidermal defects in MOF cKO skin, which tracked closely with H4K16ac depletion. At E15.5, when H4K16ac was reduced by 70%, the MOF cKO epidermis appeared thinner (Fig. 2a). By E16.5 when H4K16ac was largely depleted in the MOF cKO epidermis, epithelial layers of MOF cKO skin started to show signs of reduced adhesion and had fewer differentiated layers (Fig. 2a). By E18.5, epidermal detachment became widespread, and the reduction of basal cells and compromised epidermal differentiation, shown by reduced granular layers and stratum corneum, were evident in morphological analysis (Supplementary Fig. 2a, b). To determine molecular features associated with epidermal detachment, we examined basal epithelial cells for the integrity of the BM. In MOF cKO, β4 integrin, a key component connecting basal epidermal cells to the BM, was detected in KRT5+ basal cells but showed a diffused distribution in the basal cells of E15.5 skin and largely failed to localize to the BM at E16.5 (Fig. 2b). Moreover, collagen XVII, a key component of the BM, largely lost the localization to the BM (Supplementary Fig. 2c). Consistent with these molecular defects, electronic microscopy (EM) revealed a strong reduction of hemidesmosome and, in some regions, a complete loss of the BM (Fig. 2c), corroborating the disorganized patterns of β4 and collagen XVII. Properly formed BM not only promotes epithelial adhesion but also allows the establishment of basal cell polarity, which, in turn, permits epidermal stratification and differentiation^25^. Consistent with the severely compromised BM and basal cell-BM adhesion, MOF cKO basal cells also failed to establish polarity, revealed by disoriented Pericentrin signals (Fig. 2d) and disorganized adherens junctions (Fig. 2e). Instead of apical and lateral localization of E-Cadherin observed in control basal cells, E-Cadherin mis-localized to the basal side in MOF cKO, reflecting lost polarity and compromised adhesion to the BM. The strongly compromised epithelial cell adhesion and BM prompted us to examine whether epithelial fate specification was altered in the absence of MOF and H4K16ac. However, the robust expression of KRT5 and ΔNp63 (Supplementary Fig. 2d), the master TF required for epidermal fate specification^26^, ruled out the possibility of failed epidermal fate in MOF cKO.

**Fig. 2:**
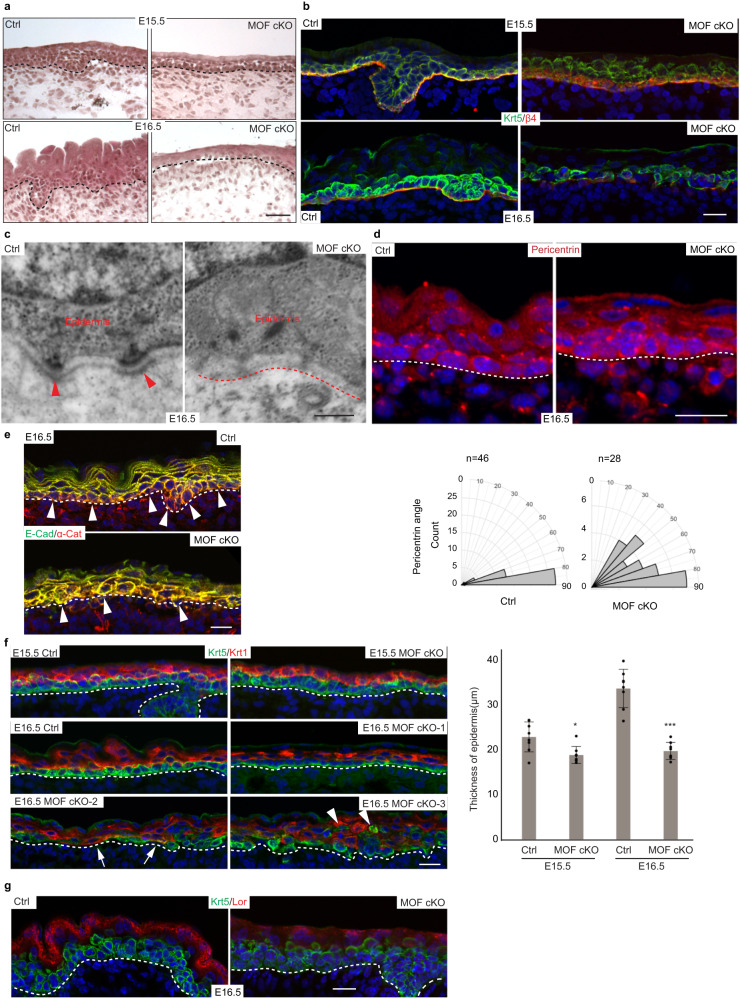
Loss of MOF compromises basal cell adhesion, epidermal differentiation, and hair follicle morphogenesis. **a** HE staining at E15.5 and E16.5 showing thinner epidermis in MOF cKO. Representative images from five pairs of samples. **b** Progression of compromised basement membrane in MOF cKO as shown by β4 integrin staining at E15.5 and E16.5, respectively. Representative images from five pairs of samples. **c** Loss of hemi-desmosome and basement membrane shown by electronic microscopy. Red arrowheads in Ctrl indicate hemi-desmosome, and red dashed line in MOF cKO indicates missing basement membrane. Representative images from two pairs of samples. **d** Disorientation of basal cells indicated by pericentrin staining. Representative images from three pairs of samples. *n* indicates the number of counted cells. **e** Loss of polarity in basal cells as shown by the distribution of adheres junction markers E-Cadherin (E-Cad) and α-Catenin (α-Cat). Note the lack of E-Cad signals in the basal side of the basal cells in Ctrl but not in MOF cKO (white arrowheads). Representative images from three pairs of samples. **f** Thinner epidermis in MOF cKO. Arrows indicate Krt1^+^ cells came in contact with the basement membrane, arrowheads point to suprabasal Krt5^+^ cells that did not express Krt1. *n* = 8 measurements. Data are represented as mean value ± SEM**. g** Defect in terminal differentiation indicated by granular layer marker Loricin (Lor) staining. Representative images from five pairs of samples. Ctrl, control. Black (**a**) and white (**d**, **e**, **f**, and **g**) dashed lines mark the epidermal-dermal boundary. *P* values were calculated by unpaired two-sided Student’s *t*-test (**f**), *P < 0.05; ***P < 0.001. The exact *P* values are shown in Supplementary Data 4. Scale bar, 50 μm (**a**), 20 μm (**b**, **d**, **e**, **f**, **a**nd **g**), 200 nm (**c**). Source data are provided as a Source Data file.

We next examined epidermal differentiation. At E15.5 prior to the significant depletion of H4K16ac (Fig. 1a), both KRT5+ basal and KRT1+ spinous layers were largely intact in MOF cKO epidermis although the overall thickness of the epidermis was slightly reduced in cKO (Fig. 2f). However, by E16.5, whereas control epidermis continued to thicken with the expansion of differentiated spinous and granular layers, MOF cKO epidermis had much thinner spinous and granular layers (Fig. 2f, g). Similarly, basal cells were in the active cell cycle, as indicated by universal Ki67 signals, in both control and MOF cKO skin at E15.5 (Supplementary Fig. 3a). By E16.5, however, basal cell proliferation was reduced, and the detached epidermal regions showed the strongest reduction (Supplementary Fig. 3b). Apoptotic cells, marked by activated Caspase 3, were detected in a relatively low frequency in the basal layer of the cKO epidermis at E15.5 (Supplementary Fig. 2c), and the detection frequency was markedly elevated by E16.5 (Supplementary Fig. 2d). Furthermore, reduced cell adhesion to the BM caused premature delamination of basal cells at E16.5. Interestingly, many of these delaminated cells were stalled to a KRT5+/KRT1− basal-like phenotype (Fig. 2f, arrowheads), failing to differentiate. Collectively, defects in cell adhesion and differentiation severely compromised epidermal integrity in the suprabasal layers (Fig. 2f). Consistent with defective epidermal differentiation, granular layer, marked by Loricrin (Lor), was also thinner and had weaker Lor signals in MOF cKO (Fig. 2g). Finally, KRT6 was robustly detected in the suprabasal layers of MOF cKO epidermis at E16.5 (Supplementary Fig. 3e), reflecting a stressed cellular state.

We then turned to hair follicle (HF) induction and morphogenesis. Overall, the number of morphologically discernible HFs was significantly reduced (Fig. 2a). In the few HFs that were still present in cKO, however, the stem cell/progenitor marker, SOX9, was readily detected (Supplementary Fig. 3f). This argued against the complete failure of HF fate specification. Indeed, LEF1, the bona fide TF for the activated WNT signaling pathway and the marker for hair placode formation^27,28^ was still detected in regularly spaced hair placodes in MOF cKO skin, where the BM was relatively intact, at E16.5 (Supplementary Fig. 3g). These data suggest that HF fate was induced but the downward growth of HFs was arrested in the absence of MOF and H4K16ac, reminiscent of the hair growth defects observed in Shh KO^29,30^. Altogether, these data illustrate the widespread impact of MOF and H4K16ac on epidermal and HF cell lineages.

### Single-cell RNA-seq reveals widespread downregulation of nuclear encoded mitochondrial genes

We next performed single-cell RNA-seq (scRNAseq) to interrogate the changes of transcriptome and cellular states caused by the deletion of *Mof* at E15.5 when H4K16ac was not completed depleted yet and when epithelial cells showed relatively minor defects. Dorsal skin samples from two pairs of control and MOF cKO embryos were profiled with the 10x Chromium Single Cell 3’ kit. After quality control, nine major cell types were identified in control and MOF cKO samples, including epithelial cells, dermal cells, and immune cells among others (Fig. 3a). In two control samples, epithelial cells represented 31% and 32% of the total population, respectively (Supplementary Data 1). In contrast, in two MOF cKO samples, epithelial cells represented 10% and 15% of the total, respectively. These results were consistent with the reduced epithelial cell populations as observed in our phenotypical analysis.

**Fig. 3:**
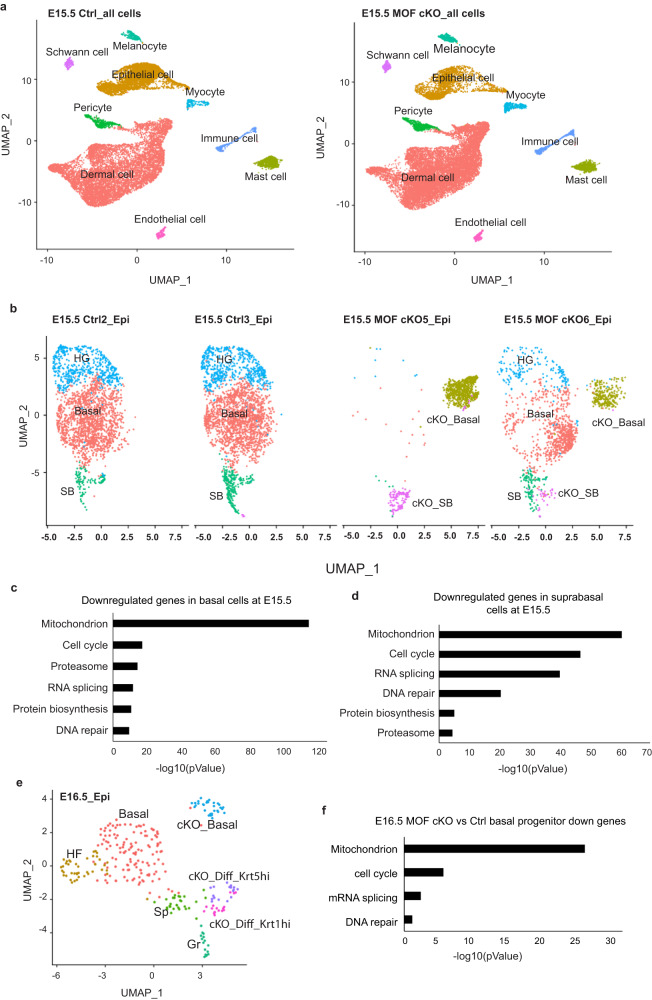
Single-cell RNAseq reveals widespread downregulation of nuclear encoded mitochondrial genes. **a** Nine distinct cell types were detected in E15.5 control and MOF cKO dorsal skin samples by scRNAseq. **b** UMAP clustering of epithelial cells from E15.5 scRNAseq, split by sample. **c** Enriched gene ontology (GO) terms of downregulated genes in E15.5 MOF cKO *vs*. control basal progenitor comparison. **d** Enriched GO terms of downregulated genes in E15.5 MOF cKO *vs*. control suprabasal comparison. **e** UMAP clustering of epithelial cells for E16.5 scRNAseq. **f** Enriched GO terms of downregulated genes in E16.5 MOF cKO *vs*. control basal progenitor comparison. Ctrl, control; Epi, epithelial cells; Basal, basal progenitor cells; HG, hair germ cells; HF hair follicle cells; SB, suprabasal layer cells; Sp, spinous layer cells; Gr, granular layer cells; cKO_Basal, basal like progenitor cells in MOF cKO; cKO_SB, suprabasal like cells in MOF cKO; cKO_Diff_Krt5^hi^, Krt5^high^Krt1^low^ suprabasal cells in MOF cKO; cKO_Diff_Krt1^hi^, Krt5^low^Krt1^high^ suprabasal cells in MOF cKO.

We first focused on epithelial cell clusters. Three clusters were detected in control samples, including basal epidermal progenitors (marked by high Krt5 and highly proliferative), hair germ (marked by Sox9 and Krt17), and differentiating suprabasal cells of the epidermis (marked by Krt1) (Fig. 3b and Supplementary Fig. 4a–d). Nearly all epithelial cells from one MOF cKO sample (cKO5) clustered completely away from control cells, and these cKO cells were identified as basal progenitor-like and suprabasal-like clusters, respectively (Fig. 3b). Interestingly, some cells from the other MOF cKO sample (cKO6) clustered together with cKO5 cells whereas some cells from the same sample clustered together with control cells (Fig. 3b and Supplementary Fig. 4b). This bimodal distribution pattern suggested that cKO6 was mosaic whereas cKO5 was a homogenous MOF cKO. Indeed, IF staining revealed consistently reduced H4K16ac levels in epithelial cells of MOF cKO5. In contrast, MOF cKO6 showed mosaic H4K16ac patterns in the epidermis (Supplementary Fig. 4e), likely due to mosaic expression of Cre. The unexpected mosaic depletion of MOF/H4K16ac and scRNAseq result demonstrates that the loss of MOF and H4K16ac alters epithelial cell states in a cell-intrinsic manner.

We next examined differentially expressed gene categories in basal and suprabasal epithelial populations between control and MOF cKO. Strikingly, downregulated genes in MOF cKO basal cells were highly enriched in Gene ontology (GO) categories of mitochondrion and, to a lesser extent, cell cycle, proteasome, RNA splicing, protein biosynthesis, and DNA repair (Fig. 3c). The same GO categories for downregulated genes were also enriched in suprabasal cells of MOF cKO (Fig. 3d).

To further investigate the changes in MOF cKO transcriptome, we performed scRNAseq at E16.5 when H4K16ac was largely depleted (Fig. 1a) and morphological defects were more pronounced. Ten distinct populations were detected in E16.5 control skin. We observed further reduced epithelial populations in MOF cKO skin (18% and 21% in two control samples, respectively, and 5% and 3% in two MOF cKO samples, respectively) (Supplementary Data 1). Moreover, we noticed perturbed dermal cell clustering in MOF cKO samples, compared to their counterparts in control samples, although MOF was deleted specifically from epithelial cells and H4K16ac was intact in the dermis (Supplementary Fig. 5a, b). GO enrichment analysis for upregulated genes in MOF cKO dermis revealed that altered collagen fibril organization and increased inflammatory response contributed to the different cellular states (Supplementary Fig. 5c), reflecting responses of dermal cells to MOF cKO epithelium. In support, MOF cKO samples showed more immune cell infiltration (8.4% in cKO vs 3.7% in Ctrl), consistent with the increased inflammatory signatures in the dermal cells. Notably, the altered dermal cell states and increased immune cell infiltration were not detected in E15.5 samples. These results suggest that the E15.5 dataset captured the primary and cell intrinsic changes whereas the E16.5 dataset also captured the secondary changes.

Next, we re-clustered epithelial cells in the E16.5 scRNAseq dataset. Four epithelial clusters were detected in control, including basal epidermal progenitor (marked by high Krt14 and Krt5 and high proliferation), spinous layer of the epidermis (marked by Krt1 and Krt10), granular layer of the epidermis (marked by Lor and Ivl) and HF progenitors (marked by Sox9 and Pthlh) (Fig. 3e and Supplementary Fig. 5d, e). Interestingly, only two major clusters, both of which were distinct from control clusters, were detected in MOF cKO (Fig. 3e and Supplementary Fig. 5d), underscoring the profound changes in the cKO transcriptome. One cKO cluster, which had high levels of Krt14 and Krt5 as well as other basal markers (Supplementary Data 2), represented the basal cell population of cKO (Fig. 3e and Supplementary Fig. 5e). The other cKO cluster, representing differentiated epithelial cells, could be further separated into two sub-clusters based on differential Krt5 and Krt1 expression patterns (Fig. 3e and Supplementary Fig. 5e). One Krt1^high^/Krt5^low^ sub-cluster probably corresponded to the differentiated spinous layer cells. The other Krt1^low^/Krt5^high^ sub-cluster was reminiscent of the KRT5+/KRT1- suprabasal cells seen in morphological studies (Fig. 2f). Thus, scRNAseq captured major cell populations and identified defective epidermal differentiation in control and MOF cKO skin.

We next performed differential gene expression analysis of basal and suprabasal epithelial populations. In addition to reduced gene expression in BM and ECM (Supplementary Fig. 5f), which was consistent with morphological analysis, downregulated genes in MOF cKO basal cells were highly enriched in GO categories of mitochondrion, cell cycle, mRNA splicing, and DNA repair (Fig. 3f). The same GO categories for downregulated genes were also enriched in MOF cKO vs control suprabasal cells (Supplementary Fig. 5g). In addition, genes associated with cornified envelope were the most significantly downregulated in MOF cKO suprabasal cells, confirming the strongly compromised epidermal differentiation (Supplementary Fig. 5g).

To confirm scRNAseq data, we performed in situ hybridization for two genes, Scp2, a peroxisomal lipid carrier gene^31^, and Opa1, a nuclear-encoded mitochondrial gene^32^, and validated their downregulation in MOF cKO epidermis at E15.5 (Fig. 4a). In addition, shRNA knockdown of *Msl1* in cultured mouse keratinocytes also downregulated *Abca11, Opa1*, and *Scp2*, further supporting the requirement of MSL for MOF-mediated gene expression in the skin (Fig. 4b).

**Fig. 4:**
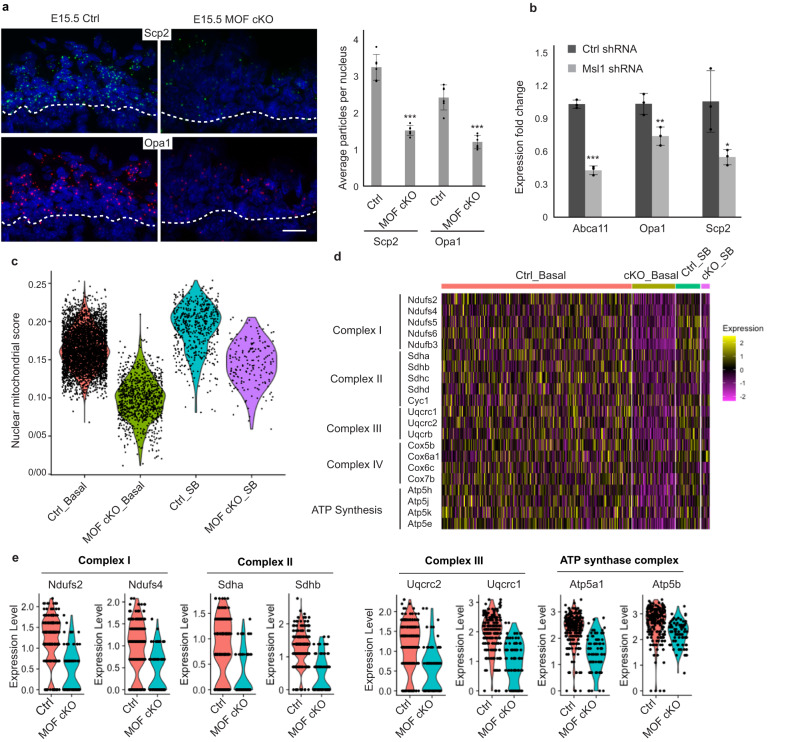
Downregulation of nuclear-encoded mitochondrial genes in MOF cKO. **a** In situ hybridization confirmed downregulation of two genes, *Scp2* and *Opa1*, in MOF cKO. White dashed lines mark the epidermal-dermal boundary. Scale bar, 20 μm. *n* = 6 fields from two pairs of samples. Data are represented as mean value ± SEM**. b** qPCR validation of downregulated mitochondrial genes in *Msl1* KD mouse keratinocytes. *n* = 3 replicates. Data are represented as mean value ± SEM**. c** Aggregated nuclear-encoded mitochondrial gene expression score in E15.5 scRNAseq. **d** Heatmap of downregulated ETC complex genes in E15.5 scRNAseq. **e** Violin plot of downregulated ETC complex genes in E16.5 scRNAseq. Ctrl, control; Ctrl_Basal, control basal cells; cKO_Basal, MOF cKO basal cells; Ctrl_SB, control suprabasal cells; cKO_SB, MOF cKO suprabasal cells. *P* values were calculated by unpaired two-sided Student’s *t*-test (**a**, **b**), *P < 0.05; **P < 0.01; ***P < 0.001. The exact *P* values are shown in Supplementary Data 4. Source data are provided as a Source Data file.

In both E15.5 and E16.5 scRNAseq data, mitochondrial genes were the top enriched category in downregulated genes. We next examined the expression of nuclear-encoded mitochondrial genes in basal and suprabasal cells in control and MOF cKO. By using a mitochondrial gene expression score, which was calculated by using a curated list of 1158 mitochondrial genes, we observed that their expression was elevated in differentiated suprabasal cells, compared with basal progenitors, in control. Furthermore, in both basal and suprabasal cells, the mitochondrial gene expression score was strongly downregulated in MOF cKO (Fig. 4c and Supplementary Fig. 6a). Strikingly, downregulated mitochondrial genes function across different compartments of the mitochondria (Supplementary Fig. 6b). We noticed that many essential components of the electron transport chain (ETC) Complexes I, II, III, IV, and ATP synthase complex were significantly downregulated in both basal and suprabasal MOF cKO epithelial cells at E15.5 (Fig. 4d). Many of these ETC genes were also downregulated in MOF cKO epithelial cells at E16.5 (Fig. 4e). Collectively, these data reveal strong changes of transcriptome and cellular states with nuclear-encoded mitochondrial genes being the most significantly affected category, caused by loss of MOF, during epidermal development.

### Genetic deletion of QPC recapitulates skin defects of MOF cKO

Having demonstrated that the MOF-regulated gene expression program is important for mitochondria, we next sought to determine how compromised mitochondrial functions cause the defects in MOF cKO. We noticed that a significant number of ETC complex genes were downregulated in MOF cKO. These results prompted us to examine whether defects in MOF cKO were mediated, in part, by compromised ETC. Because the genetic deletion of ETC complex III component *Uqcrq* (QPC) disrupts the entire ETC^33^, we used *Krt14-Cre* to delete *Uqcrq* (QPC) and examined the phenotype. Strikingly, QPC cKO mice died within hours after birth, mimicking MOF cKO. Although QPC cKO mice were similar in size compared to WT or het control, their skin was thin and transparent, indicative of epidermal defects (Fig. 5a). Morphological analysis confirmed the thin epidermis and stunted HF growth such that many HFs failed to grow downward into the dermis (Fig. 5b and Supplementary Fig. 7a). IF signals of Krt1, a spinous layer marker, and Lor, a granular layer marker, showed significantly reduced thickness of the epidermis and compromised epidermal differentiation (Fig. 5c). Distinct from MOF cKO skin, however, the BM was intact with the proper signals of β4 integrin (Supplementary Fig. 7b) and epidermal proliferation showed no change at E18.5 (Supplementary Fig. 7c). These data suggest that the epithelial defects of QPC cKO skin were manifested in epidermal differentiation and HF growth.

**Fig. 5:**
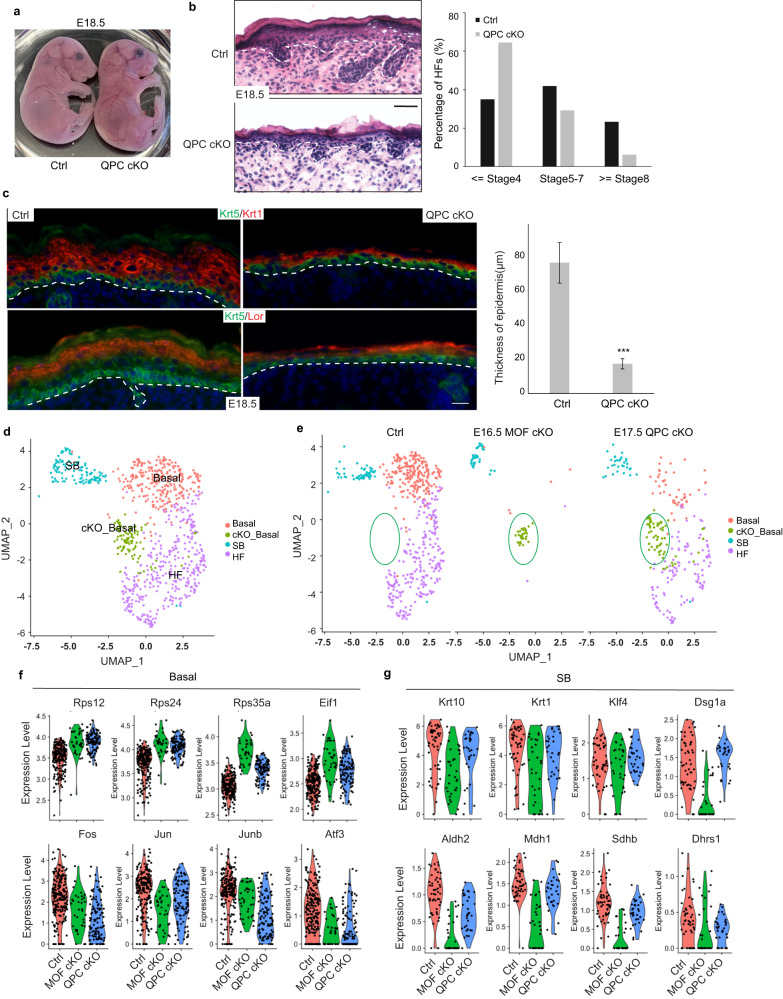
Genetic deletion of QPC recapitulates skin defects of MOF cKO. **a** Transparent appearance of QPC cKO, compared with control (Ctrl) mice, at E18.5. **b** HE staining showing thinner epidermis and lacking advanced stage hair follicles (HF) in QPC cKO. Representative images from three pairs of samples. **c** Differentiation defects and thinner epidermis in QPC cKO indicated by Krt1 and Loricrin (Lor) staining. *n* = 20 measurements from three pairs of samples. Data are represented as mean value ± SEM. *P* value was calculated by unpaired two-sided Student’s *t*-test, ***P < 0.001. The exact *P* value is shown in Supplementary Data 4. **d** Integration and clustering of E16.5 control and MOF cKO epithelial cell with E17.5 control and QPC cKO epithelial cell scRNAseq. **e** Split vi**e**w of Ctrl, MOF cKO, and QPC cKO epithelial cells, as clustered in (**d**). **f** Examples of commonly upregulated genes, related to protein translation, and commonly downregulated AP1 transcription factor genes, in MOF cKO and QPC cKO basal progenitor cells. **g** Examples of commonly downregulated, differentiation related genes and oxidoreductase activity genes in MOF cKO and QPC cKO suprabasal cells. White dashed lines mark the epidermal-dermal boundary (**b**, **c**). Ctrl, control; Basal, basal progenitor cells; HF, hair follicle cells; SB, suprabasal layer cells; cKO_Basal, MOF and QPC cKO basal-like cells. Scale bar, 50 μm (**b**), 20 μm (**c**). Source data are provided as a Source Data file.

To compare defective gene expression caused by the deletion of QPC to that of MOF cKO, we performed scRNA-seq of QPC cKO skin (Supplementary Fig. 7d, e). Overall, the basal epithelial cell population, which self-renews and gives rise to differentiated suprabasal cells, was reduced in QPC cKO (Fig. 5d, e). In comparison, the basal cell population was largely depleted in MOF cKO (Fig. 5e). Interestingly, a unique basal epithelial cell population was detected in both MOF and QPC cKO but not in control skin (Fig. 5e), indicating similar changes of transcriptome and cellular state in the basal cells of MOF and QPC cKO. Closer inspection revealed that this basal epithelial cell population had highly elevated gene expression in ribosomal genes and translation (Fig. 5f), revealing a similar response of epidermal cells to the deletion of MOF and QPC. In addition, the basal cells in both MOF and QPC cKO had reduced AP1 TF expression, including *Fos*, *Jun*, *Junb*, and *Atf3* (Fig. 5f), which play important roles in epidermal differentiation^26,34,35^. In suprabasal cells, the commonly downregulated genes were enriched in differentiation and keratin genes, such as *Krt10*, *Krt1, Klf4*, and *Dsg1a*, and oxidoreductase activity, such as *Aldh2*, *Mdh1*, *Sdhb* and *Dhrs1* (Fig. 5g). Interestingly, the Krt1^low^/Krt5^high^ population in the suprabasal cluster was only highly abundant in MOF cKO but not in control or QPC cKO (Supplementary Fig. 7f). This observation suggested that those Krt1^low^/Krt5^high^ cells prematurely detached from the basal layer and failed to embark on epidermal differentiation process in MOF cKO. In contrast, QPC cKO cells only showed compromised epidermal differentiation but not adhesion to the intact BM. Together, these data provide genetic and molecular evidence that MOF-controlled epidermal differentiation is mediated, at least in part, by its regulation of the ETC.

### MOF cKO causes widespread downregulation of ciliary genes

MOF and H4K16ac have been implicated in the regulation of “housekeeping” genes in *Drosophila*^36,37^, which are generally defined by their relatively high expression and essential functions across different cell types. In this regard, genes associated with mitochondrial functions, cell cycle, mRNA splicing, and DNA repair, which were detected as top downregulated gene groups in our scRNAseq analysis, appeared to corroborate this notion. However, scRNAseq is limited to detecting highly expressed transcripts. 

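K14-H2BGFP+ epithelial cells, which carry green fluorescent protein fused to histone H2B under the Krt14 promoter, were sorted by FACS from E16.5 skin of 2 control and 2 MOF cKO embryos, and their polyadenylated RNA was sequenced. The authors aligned the reads to mm10 with HISAT2 and deposited the HTSeq-count value of each gene, without normalization. The counts on genes were 27561688 and 24957817 in the control libraries, with a median of 26259752.5, and 22484018 and 25876862 in the MOF cKO libraries, with a median of 24180440. After TMM scaling 1 count stood for between 0.0326 and 0.0502 CPM. HTSeq-count assigned between 13.5% and 14.8% of reads to no feature, and between 8.57% and 10.1% aligned to more than 1 place. Neither kind entered the counts. The TMM factors were 1.11 and 1.11 in control and 0.886 and 0.913 in MOF cKO, and dividing by library size alone in their place lowered the median log2 fold change of all genes from -0.02 to -0.32. The 13956 genes that passed edgeR's filter on low counts were tested as in the Kansl1 comparison. The targeted gene is listed as Kat8, on the plus strand of chromosome 7 of mm10 from 127912516 to 127925837. Its counts were 443 and 408 in the control libraries and 248 and 329 in the MOF cKO libraries, which is 14.6 ± 0.199 CPM (SD, n = 2) and 13.2 ± 1.05 CPM (SD, n = 2). The log2 fold change was -0.14 (standard error 0.179, adjusted p = 0.554 from edgeR's quasi-likelihood test), smaller than its standard error. Both MOF cKO libraries lay below both control libraries. Counts of the whole gene do not resolve the exons that were deleted. Xist was at 1517 CPM in control replicate 1 and between 9.99 and 12.0 CPM in the other 3 libraries, so the sex of the embryos differed between libraries.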

To comprehensively identify all genes that are regulated by MOF, we performed bulk RNAseq by using FACS purified epithelial cells isolated from control and MOF cKO skin samples at E16.5 (Supplementary Fig. 8a and 8b). Using FDR ≤ 0.01 and 1.5x fold change as cut-off, we identified 1734 downregulated genes and 1752 upregulated genes (Fig. 6a). 

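With edgeR's quasi-likelihood test at the same thresholds, 1338 genes were downregulated and 1395 upregulated in MOF cKO among the 13956 tested. DESeq2, the authors' tool, gave 1735 and 1781 from the same counts, and 1321 downregulated and 1395 upregulated genes were called by both. Across the alternatives, the downregulated genes ran from 426, when tested against the fold threshold of 1.5 with edgeR's glmTreat, to 2743 with scaling by library size alone. The upregulated genes ran from 475, at a log2 fold change over 1.5, to 1943 at an adjusted p of 0.05 from edgeR's quasi-likelihood test, and with library size alone they were 769. With any 1 library left out, at least 1310 of the downregulated genes and at least 1336 of the upregulated genes kept a fold change over 1.5. Krt6b on chromosome 15, which has close paralogs, had 31 and 20 counts in control and 4075 and 9041 in MOF cKO, a log2 fold change of 8.39 (standard error 0.400, adjusted p = 9.10e-05 from edgeR's quasi-likelihood test). Other labelled genes that rose were Serpinb3a, from a multigene family, with a log2 fold change of 6.96, Lyz2 with 6.82, Ifi202b with 2.93, Trp53inp1 with 2.66, Cdkn1a with 2.29 and Ly6d with 2.11. Adamts17 fell from 111.7 ± 7.22 to 22.7 ± 3.64 CPM (SD, n = 2), a log2 fold change of -2.30, and H2afy2, Col4a6 and Krt15 had log2 fold changes of -2.09, -1.75 and -1.26. All 12 labelled genes passed both thresholds. Among the genes with the largest changes, Mmp12, Slfn2, Serpina3n, Clec4n and Nkx2-9 had 0 counts in both control libraries. Set against a floor of 3 counts, they were at least 78.4-fold, 50.4-fold, 38.0-fold, 34.0-fold and 33.4-fold higher in MOF cKO. The largest falls were in Lmcd1, Wdr31, Sytl4, Lgi3 and Ttc30b; Lgi3 was at least 15.3-fold and Ttc30b at least 15.2-fold lower. Lmcd1 did not pass under DESeq2, where its adjusted p was 0.0431.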

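Among basement membrane genes, Col7a1 on chromosome 9 of mm10 (108953586 to 108984875) had 1486 ± 214.8 CPM (SD, n = 2) in control and 819.5 ± 61.5 CPM (SD, n = 2) in MOF cKO, a log2 fold change of -0.86 (standard error 0.129, adjusted p = 0.00247 from edgeR's quasi-likelihood test). Frem2 fell from 595.7 ± 28.3 to 267.0 ± 33.6 CPM (SD, n = 2), with a log2 fold change of -1.16 and an adjusted p of 0.000763 from edgeR's test. Lamc1 had 432.3 ± 23.3 CPM in control and 267.0 ± 3.09 CPM in MOF cKO (SD, n = 2), a log2 fold change of -0.70 with an adjusted p of 0.00223 from edgeR's test. Of the 8 basement membrane genes drawn in Supplementary Fig. 8c, all were lower in MOF cKO and 7 passed both thresholds. Cav1, with a log2 fold change of -0.53, did not reach the fold threshold. Fras1 had an adjusted p of 0.00678 from edgeR's test and 0.0112 from DESeq2. A wider list of 42 tested basement membrane genes did not pass in limma's camera (adjusted p = 0.668), with a median log2 fold change of 0.03, 21 genes lower and 21 higher. The central 95% of medians of random lists matched on expression ran from 0.0404 to 0.45, above this median. Of the 42 genes, 9 (21.4%) were called down by edgeR, against 9.55% of other tested genes (odds ratio 2.58, Fisher's exact test, two-sided, adjusted p = 0.0271), and with DESeq2's calls the odds ratio was 1.93 (adjusted p = 0.144). Its median ran from -0.18 without MOF cKO replicate 2 to 0.09 without control replicate 2, and with upper-quartile factors it was -0.04.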

Consistent with scRNAseq data, important BM and ECM genes, such as *Col7a1*, *Frem2*, and *Lamc1*, were significantly downregulated (Supplementary Fig. 8c). Furthermore, nuclear-encoded mitochondrial genes, cell cycle and DNA repair genes were also significantly downregulated, mirroring the findings from scRNAseq. 

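Sets of genes were compared with all other tested genes using limma's camera with a preset correlation between genes of 0.01, adjusted over the 15 sets tested. DNA repair genes had a median log2 fold change of -0.57 over 105 genes, with 87 lower (camera, adjusted p = 1.32e-06), and 30 of them passed both thresholds as downregulated. Adjusted over the list alone, 34 did. The S and G2M cell cycle genes had a median of -0.28, with 78 of 97 lower (camera, adjusted p = 0.00291), and 13 of them were downregulated, or 6 adjusted over the list alone. The nuclear-encoded subunits of the electron transport chain had a median of 0.17, with 49 of 74 higher in MOF cKO (camera, adjusted p = 0.0109). Of these subunits, 0 were called down and 16 up, adjusted over all genes or adjusted over the list alone. The median of 0.17 lay within those of random lists of the same size and expression, whose central 95% ran from -0.0014 to 0.25. It was 0.11 without MOF cKO replicate 1. Under scaling by library size alone their median was -0.14, where the median of all genes was -0.32. Mitochondrial ribosomal protein genes had a median of -0.12 (camera, adjusted p = 0.210), within random lists of the same size and expression. Of 84 tested mitochondrial genes drawn in Supplementary Fig. 6b, 57 were lower, with a median of -0.19, and 9 were called down and 4 up. That figure shows single cells at E15.5, while these libraries hold sorted cells at E16.5. Genes encoded by mitochondrial DNA were not among the counted genes.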

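Membership in each gene set was compared between the downregulated genes and the other tested genes with Fisher's exact test, two-sided. Of the tested genes of a list of core ciliary genes written before the counts were examined, 62 were downregulated in MOF cKO (71 adjusted over the list alone), 52.1% against 9.22% of the other genes, an odds ratio of 10.7 (95% confidence interval 7.31 to 15.7, adjusted p = 5.88e-31). For intraflagellar transport genes of Reactome, 25 of 37 were downregulated, an odds ratio of 20.0 (adjusted p = 8.43e-17), the highest of the 15 sets. DNA repair genes had an odds ratio of 3.83 (adjusted p = 1.03e-07), with 30 of 105 downregulated. The Reactome DNA repair set, with 19 of 131 downregulated, did not pass (odds ratio 1.61, adjusted p = 0.107 from Fisher's exact test). Nor did the S and G2M cell cycle genes (1.46, adjusted p = 0.256), while the Reactome cell cycle set did (1.61, adjusted p = 0.00249). A term for mean expression in a logistic model left the odds ratio of the ciliary list at 10.8, and calls by DESeq2 gave 10.1. Of the electron transport chain subunits, 0 of 74 were downregulated, against 9.64% of other genes (adjusted p = 0.00269 from Fisher's exact test). In the respiratory chain set it was 1 of 82 (odds ratio 0.116, adjusted p = 0.00896 from Fisher's exact test). Both sets were thus depleted among the downregulated genes. The full Gene Ontology was not used here, so the rank of cilia among all categories was not computed.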

Surprisingly, genes associated with primary cilia emerged as the most highly enriched GO category among downregulated genes (Fig. 6b). To further examine the widespread downregulation of ciliary genes, we curated a list of 659 ciliary genes from the GSEA^38^, among which 443 genes were detected in the bulk RNAseq, and performed GSEA analysis. The result confirmed the global downregulation of ciliary genes in epithelial cells of MOF cKO (Fig. 6c). 

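As a set, the core ciliary genes had a median log2 fold change of -1.17 in MOF cKO, with 110 genes lower and 9 higher (camera, adjusted p = 1.17e-16). The Reactome sets for the primary cilium and for intraflagellar transport had medians of -0.60 and -1.24. Of 10000 random lists of the same size and mean expression, none had a median as low as any of these 3 sets. All 3 also passed in the fry rotation test, with an adjusted p of 0.000658 for the core list, but none passed in camera with a correlation estimated from the 4 libraries, where the adjusted p of the core list was 0.0923. Under fry, both DNA repair sets and the Reactome cell cycle set, with medians below 0, passed as well, as did mitochondrial protein import (median 0.55) and splicing (median 0.19), while the S and G2M cell cycle genes and the electron transport chain subunits did not. The same core list had a median of -0.0021 in the P0.5 Kansl1 cKO, and -0.17 without control replicate 1 and 0.18 without control replicate 2. The curated list of 443 ciliary genes was not used here. From the shift of the whole list, the paper concludes that ciliary genes are downregulated globally in epithelial cells of MOF cKO.

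**Figure D1:**
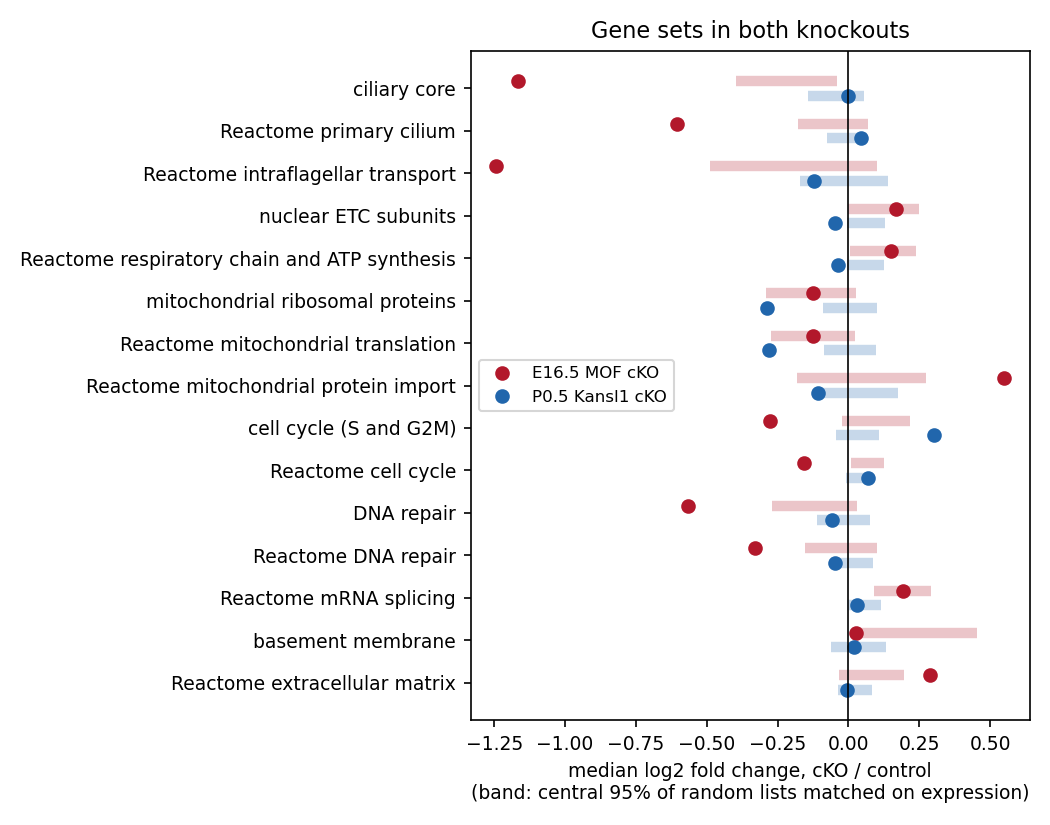
Median log2 fold change of each gene set on the horizontal axis, in E16.5 MOF cKO (red) and P0.5 Kansl1 cKO (blue), with a band for the central 95% of medians of random lists matched on expression. The red points of the 3 ciliary sets lie between -1.24 and -0.60, left of their bands, and the blue points of these sets lie within theirs.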

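Of the 18 genes drawn in Fig. 6d, all were lower in MOF cKO and 13 passed both thresholds. Dync2li1 on chromosome 17 had 386 and 411 counts in control and 6 and 26 in MOF cKO, a log2 fold change of -4.24 (standard error 0.493, adjusted p = 0.00100 from edgeR's quasi-likelihood test). Without MOF cKO replicate 2 its log2 fold change was -5.49, and without replicate 1 it was -3.63. B9d1 on chromosome 11, a gene of the transition zone, fell from 12.3 ± 0.929 to 0.719 ± 0.119 CPM (SD, n = 2), a log2 fold change of -4.09. The intraflagellar transport genes Ift74, Ift88 and Ift172 had log2 fold changes of -2.09, -1.58 and -0.998, and the kinesin genes Kif3a, Kif3b and Kif7 had -1.68, -1.46 and -2.15. Arl13b, Cep290, Gli2, Bbs2 and Ccsap did not pass both thresholds, with log2 fold changes of -0.49, -0.57, -0.60, -1.03 and -1.402.

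**Figure D2:**
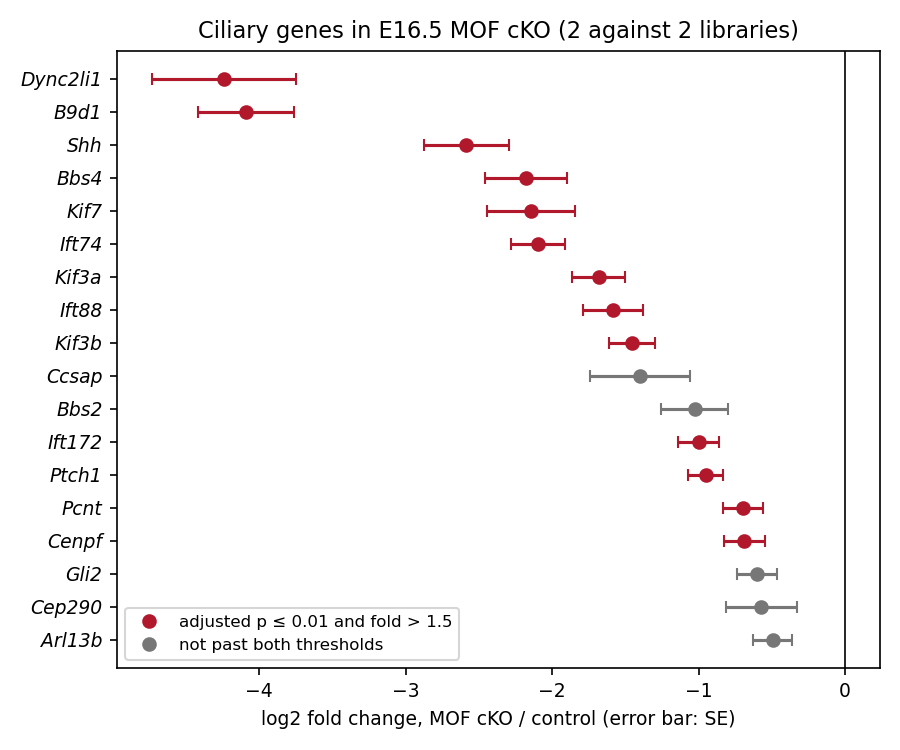
Log2 fold change of 18 ciliary genes in E16.5 MOF cKO on the horizontal axis, with the standard error as bar, from 2 control and 2 MOF cKO libraries. Genes past both thresholds are red and the others grey, and the points run from -4.24 for Dync2li1 to -0.49 for Arl13b.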

Upon closer inspection, these downregulated genes were broadly involved in both biogenesis and function of primary cilia^39^, including ciliary basal body, transition zone, intraflagellar transport and Shh signaling (Fig. 6d). Most of these ciliary genes were not detectable in either control or cKO scRNAseq datasets because of their relatively low expression. However, for a few that can be detected in both basal epidermis and hair germ in E15.5 scRNAseq, they were significantly reduced in MOF cKO (Fig. 6e). Hedgehog signaling is mediated through primary cilia^39^ and is involved in HF down growth^29^. Similar to their downregulation in bulk RNAseq, *Shh*, and targets, *Gli1*, *Ptch1*, and *Ptch2* were also reduced in MOF cKO in E15.5 scRNAseq (Supplementary Fig. 8d).

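In the bulk libraries, Shh on chromosome 5 had 1334 and 2244 counts in control and 198 and 254 in MOF cKO, a log2 fold change of -2.59 (standard error 0.289, adjusted p = 0.000888 from edgeR's quasi-likelihood test). Ptch1 fell from 419.0 ± 49.3 to 216.6 ± 7.28 CPM (SD, n = 2), a log2 fold change of -0.95 with an adjusted p of 0.00123 from edgeR's test. Gli1 was lower, with a log2 fold change of -0.68. The control libraries differed from each other (343.0 ± 94.1 CPM, SD, n = 2), and the adjusted p of Gli1 was 0.0625 from edgeR's test. Gli1 passed both thresholds with the replicate number as a block and with every gene of at least 1 count. It did not pass under DESeq2 (adjusted p = 0.22).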

**Fig. 6:**
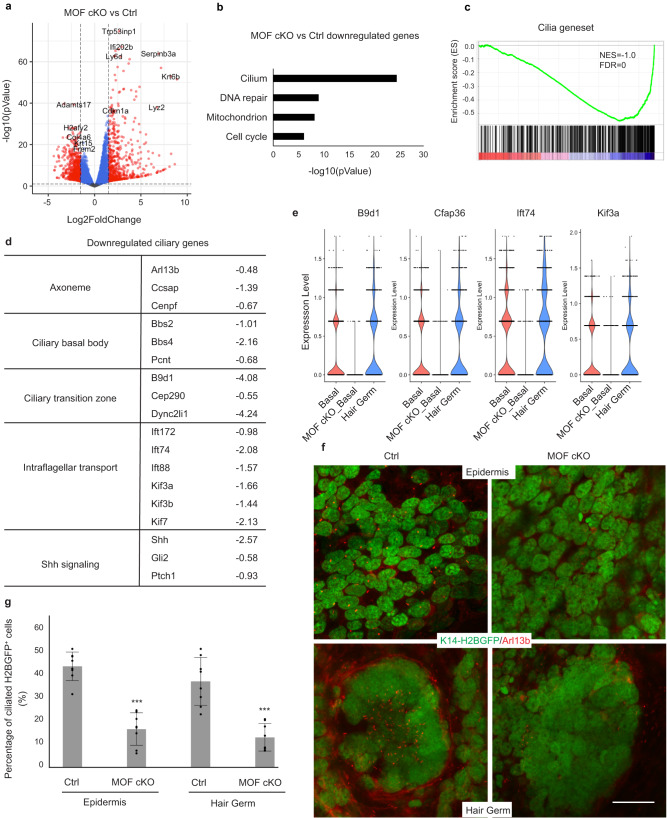
MOF cKO causes widespread downregulation of ciliary genes. **a** Volcano plot of differentially expressed genes in E16.5 MOF cKO *vs*. control comparison determined by bulk RNAseq. Red dots represent genes with absolute fold change >1.5 and FDR < 0.01. **b** Enriched GO terms of downregulated genes. **c** GSEA for a set of 443 ciliary genes. **d**, Examples of downregulated ciliary genes in different structures of primary cilia. **e**, Example of downregulated ciliary genes detected in E15.5 scRNAseq. **f** Reduced ciliated epithelial cells in MOF cKO epidermal basal progenitor cells as well as in hair germs as marked by Arl13b. **g** Quantification of the percentage of ciliated K14-H2BGFP^+^ epithelial cells in epidermis and hair germ, respectively. *n* = 8 fields from two pairs of samples. Data are represented as mean value ± SEM. *P* value was calculated by unpaired two-sided Student’s *t*-test, ***P < 0.001. The exact *P* values are shown in Supplementary Data 4. Scale bar, 20 μm. Source data are provided as a Source Data file.

These molecular findings prompted us to examine primary cilia in MOF cKO skin. In control, primary cilia were robustly detected in both basal progenitors and hair germs with the polarized localization, consistent with previous reports^40^. In contrast, primary cilia were strongly reduced in their numbers in both basal progenitors and hair germs in MOF cKO (Fig. 6f, g). Together, these data reveal that numerous ciliary genes were downregulated in MOF cKO and uncover the requirement of MOF-regulated transcriptome for the formation of primary cilia in the skin.

### MOF regulates gene expression preferentially through promoters

We next investigated the mechanism of MOF-mediated regulation. We performed MOF ChIPseq and Cut&Run assays for H4K16ac, H3K4me3, H3K4me1, and H3K27ac by using freshly isolated epidermal keratinocytes from newborn animals. Consistent with previous studies, most peaks (3100 peaks from the c1/c2/c3 clusters) co-occupied by MOF and H4K16ac were generally associated with active promoters and enhancers (Fig. 7a), illustrated by the loci of *Mof* and *Ndufs2* (Fig. 7b). We also detected 1799 peaks from the c4 cluster, which were occupied by MOF, H4K16ac, H3K4me1, and H3K27ac but not H3K4me3. In addition, we also detected 5915 peaks from the c5/c6 clusters that were occupied only by MOF but not H4K16ac or other marks, probably due to technical issues related to MOF ChIP and Cut&Run.

**Fig. 7:**
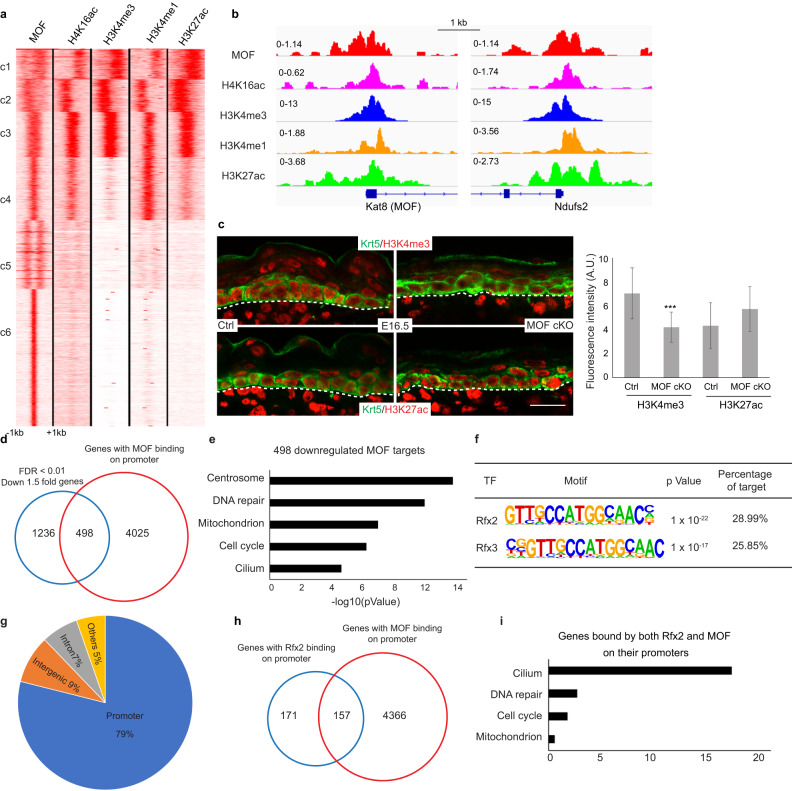
MOF regulates gene expression preferentially through promoters. **a** *K*-means clustering of MOF ChIPseq, H4K16ac, H3K4me3, H3K4me1 and H3K27ac Cut&Run data for newborn mouse epidermal keratinocytes. MOF ChIPseq peaks were used as genome coordinates, ±1 kb from the peak center. **b** Integrative Genomics Viewer (IGV) browser view for two gene promoter regions: *Kat8* (MOF) and *Ndufs2*. **c** Reduced promoter mark H3K4me3 and non-changed enhancer mark H3K27ac in MOF cKO. A.U., Arbitrary Unit. White dashed lines mark an epidermal-dermal boundary. *n* = 25 cells for H3K4me3, *n* = 22 cells for H3K27ac from two pairs of samples. Data are represented as mean value ± SEM. *P* value was calculated by unpaired two-sided Student’s *t*-test, ***, *P* < 0.001. The exact *P* value is shown in Supplementary Data 4. Scale bar, 20 μm. **d** Venn diagram of downregulated genes in MOF cKO bulk RNAseq with genes that have MOF binding on their promoters. **e** Enriched GO terms for genes that are not only downregulated but also have MOF binding on their promoters, which are defined as MOF targets. **f** Highly enriched motifs on downregulated ciliary gene promoters in MOF cKO. **g** Genomic distribution of RFX2 Cut&Run peaks. **h** Venn diagram of genes with RFX2 binding on their promoters and genes with MOF binding on their promoters. **i** Enriched GO terms for genes with both RFX2 and MOF binding on their promoters. Source data are provided as a Source Data file.

Because MOF has been shown to interact with MLL1, a H3K4 methyltransferase, and the interaction leads to coordination between H4K16ac and the methylation marks of H3K4^2^, we stained for H3K4me3 and H3K27ac, which mark active promoters^41^ and active enhancers^42,43^, respectively, in control and MOF cKO skin. Interestingly, H3K4me3 signals were specifically downregulated in MOF cKO epithelial cells but not in adjacent dermal cells (Fig. 7c). In contrast, H3K27ac signals were unchanged in both epithelial and dermal cells of MOF cKO (Fig. 7c). This result suggests that MOF and H4K16ac globally coordinate with H3K4me3 in epithelial cells, as one may expect.

Because genes that were downregulated upon MOF deletion showed a strong enrichment for MOF binding on their promoters, we next focused on these functional targets of MOF, which were defined as genes not only bound by MOF at their promoters but also downregulated in cKO as measured by bulk RNAseq (because it detected more lowly expressed genes than scRNAseq) (Fig. 7d). Indeed, genes associated with centrosome, DNA repair, mitochondrion, cell cycle, and cilium are bona fide MOF direct targets (Fig. 7e).

To determine if any TFs coordinate with MOF and H4K16ac at gene promoters, we performed TF motif search at the promoter of downregulated genes in MOF cKO. Interestingly, RFX2 (Regulatory Factor binding to the X-box) and RFX3 motifs were identified as the most highly enriched motifs (Fig. 7f). Notably, RFX factors belong to an evolutionarily conserved family of TFs and play important roles in governing ciliary gene expression in *C.elegans*, mouse, and human^44–46^. We next performed RFX2 Cut&Run to determine RFX2 footprint globally in epithelial cells of the skin (Supplementary Fig. 9a). Interestingly, 79% of RFX2 bound regions (266 peaks) were on gene promoters (Fig. 7g). Among them, 48% (157 genes) of RFX2 bound promoters, including many ciliary genes such as *Ift74* and *Wdr34* (Supplementary Fig. 7b), overlapped with MOF bound promoters (Fig. 7h). We noticed that the number of RFX2 bound gene promoters (328) were higher than the number of RFX2 bound peaks (266). This was caused by the head-to-head configuration of some RFX2 and MOF bound promoters in the genome, many of which are ciliary and mitochondrial genes and downregulated in MOF cKO (Supplementary Fig. 9c, d). 

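Annotated starts of protein-coding genes on opposite strands within 1000 bp of each other were taken from the GENCODE M21 annotation of mm10. Binding of RFX2 or MOF was not used, so the pairs are not limited to the bound promoters that the paper describes. The tests below therefore do not address those promoters alone. Of 2015 tested genes in such pairs, 242 (12.0%) were downregulated in MOF cKO, against 1078 of 11317 other coding genes (9.53%), an odds ratio of 1.30 (Fisher's exact test, two-sided, p = 0.000771). Both genes were downregulated in 14 of 909 pairs, where shuffling the calls among paired genes gave 12.6 on average (100000 permutations, two-sided p = 0.750). Mbd4 and Ift122 on chromosome 6 start 99 bp apart and both passed the thresholds, with log2 fold changes of -1.62 and -2.35. Tmem138 and Cyb561a3 on chromosome 19, the latter listed as Cybasc3, overlap at their starts. Cybasc3 passed with -1.56 and Tmem138, with -0.83, did not (adjusted p = 0.0845 from edgeR's quasi-likelihood test). Sirt3 on chromosome 7 had a log2 fold change of -2.48, and its neighbour Psmd13 had -0.41 and did not pass. Lyrm4 and Fars2 on chromosome 13 had -0.84 and -0.77, and neither passed (adjusted p = 0.0416 and 0.0468 from edgeR's test). Where starts overlap, reads of one gene can be lost or counted for the other unless the counting used the strand.

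**Figure D3:**
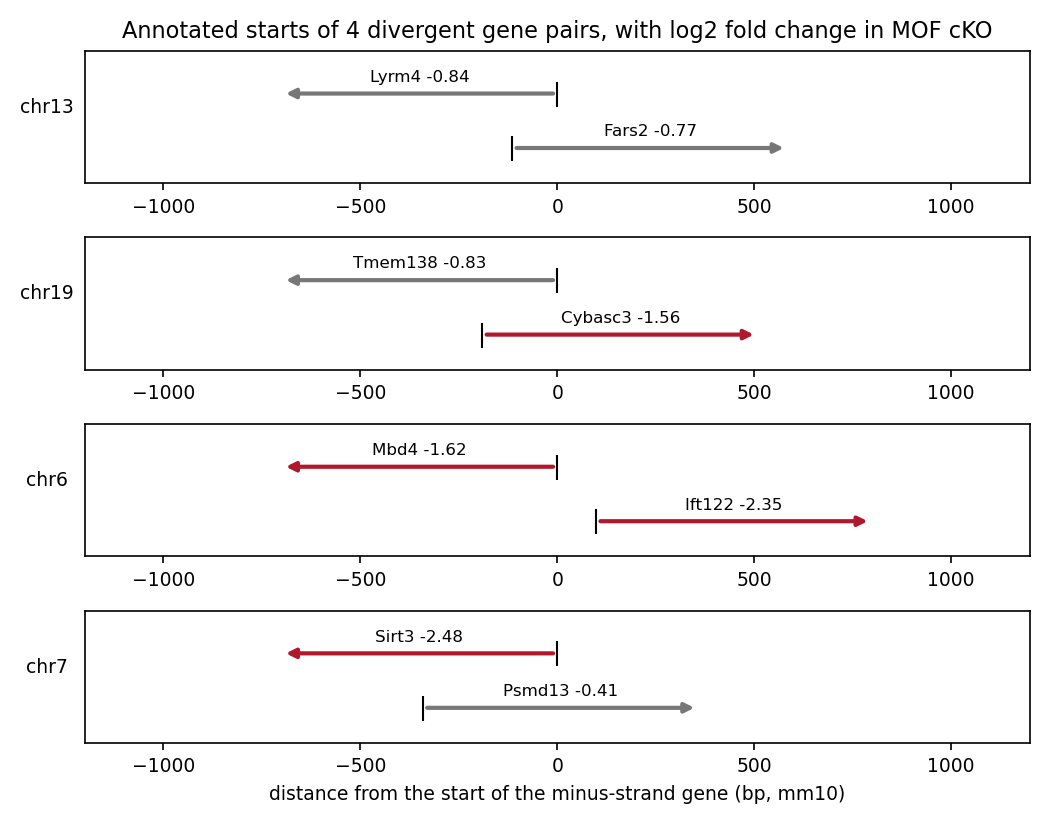
Annotated starts (vertical ticks) and directions (arrows) of 4 gene pairs in mm10, placed by distance in bp from the start of the minus-strand gene, with each gene's log2 fold change in E16.5 MOF cKO. Arrows of genes past both thresholds are red, and Mbd4 and Ift122 are the pair with both arrows red.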

GO term analysis of these 157 genes revealed that cilium, DNA repair, cell cycle, and mitochondrion were the most highly enriched gene categories co-regulated by RFX2 and MOF at the promoter (Fig. 7i). In contrast to the strong preference to promoters by RFX2, only 16% of regions bound by ΔNp63, a master TF of epithelial cell fate specification^26^, were on gene promoters whereas 80% of ΔNp63 bound regions were located in introns or intergenic regions (Supplementary Fig. 9e). Furthermore, there was no enrichment for ΔNp63 regulated targets in either upregulated or downregulated genes in MOF cKO (Supplementary Fig. 9f). Taken together, these results uncover the strong functional association and specificity of MOF and transcription factor RFX2 at gene promoters.

### MOF is required for maintaining chromatin accessibility at promoters

Because H4K16ac plays a critical role in chromatin decompaction^8,22^, we next performed scATAC-seq in control and MOF cKO cells isolated from E16.5 skin and determined the changes of chromatin accessibility at promoters and enhancers responding to the loss of MOF and H4K16ac. To enrich epithelial cells, we sorted K14-H2BGFP+ epithelial cells and GFP- non-epithelial cells and mixed them at a 1:1 ratio. We recovered a total of 2132 cells in a control sample, including 1235 epithelial cells, and a total of 4369 cells in MOF cKO sample, including 2,396 epithelial cells. Overall, MOF deletion strongly altered the open chromatin landscape of the epithelial cells, slightly perturbed the dermal fibroblasts but largely spared other cell types in the skin, judging by the clustering patterns (Supplementary Fig. 10a, b).

We next examined the open chromatin status of the transcription start site (TSS). In epithelial cell clusters, the TSS enrichment score, calculated by ArchR^47^, was significantly reduced in MOF cKO (Fig. 8a), consistent with globally reduced H3K4me3 signals. As control, the TSS enrichment score remained unchanged for the dermal cells (Supplementary Fig. 10c). Importantly, the normalized insertion score, quantifying the probability of Tn5 insertion and the openness of chromatin^47^, was significantly reduced for MOF targeted promoters but not at epithelial lineage gene promoters that are not bound by MOF (see Supplementary Data 3) or at the promoters of dermal cells (Fig. 8b, c and Supplementary Fig. 10d). These data suggest that MOF is required to maintain the open chromatin of its targeted promoters. Indeed, the open chromatin signatures were reduced at the promoter of two MOF-targeted ETC genes, *Uqcrc1* and *Sdha* (Fig. 8d), but showed no difference at the promoter of *Stfa1* (Fig. 8e), which is not a target of MOF. We also noted that the normalized insertion score was significantly higher for MOF targeted promoters than that of the epithelial lineage genes (compare Fig. 8b and 8c). Collectively, these data demonstrate a highly opened chromatin state of MOF-bound promoters and provide experimental evidence for the requirement of MOF and H4K16ac for maintaining chromatin accessibility at targeted promoters.

**Fig. 8:**
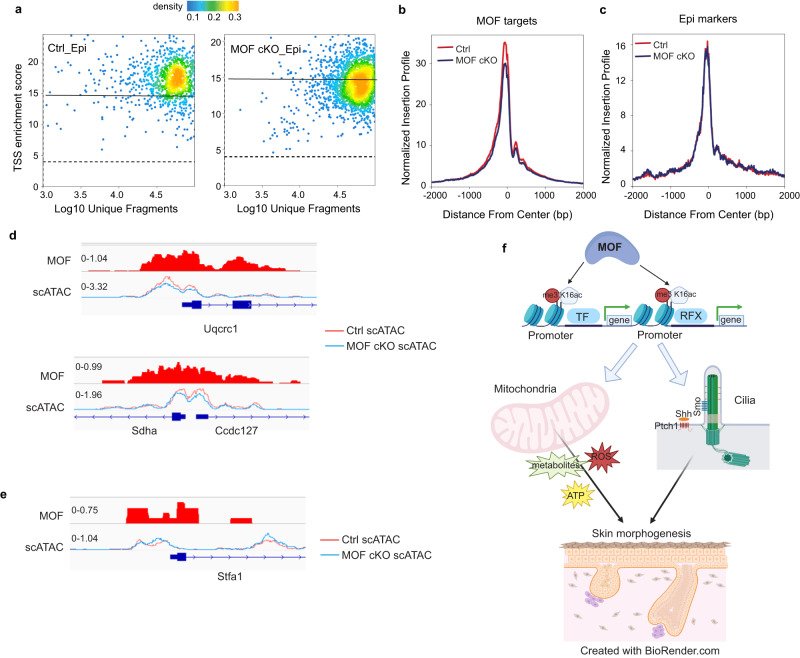
MOF is required for maintaining chromatin accessibility at gene promoters. **a** Reduced transcription start site (TSS) enrichment score (y axis) in MOF cKO epithelial cells when compared with those of control cells. Ctrl_Epi, control epithelial cells, MOF cKO_Epi, MOF cKO epithelial cells. **b** Reduced normalized Tn5 insertion profile calculated from scATACseq data for MOF target genes in MOF cKO. **c** Unchanged normalized Tn5 insertion profile calculated from scATACseq data for epithelial marker genes, which are not targeted by MOF. **d** Integrative Genomics Viewer (IGV) browser view for two mitochondrial genes showing MOF binding on their promoters and reduced promoter openness in MOF cKO epithelial cells determined by scATACseq. **e** IGV browser view of *Sfta1* with non-changed promoter openness in MOF cKO epithelial cells determined by scATACseq. **f** Schematic illustration of MOF/H4K16ac-regulated gene expression controlling mouse skin morphogenesis through regulating mitochondria and primary cilia. Created with BioRender.com.

## Discussion

In this study, we used genetic mouse models and genomic tools to investigate the function and mechanism of MOF and H4K16ac in embryonic skin development. Leveraging spatiotemporally well-defined phenotypical and genomic analysis, we have uncovered specific functions of MOF-regulated transcriptome in governing epithelial cell adhesion, cell cycle, epidermal differentiation, and HF growth (Fig. 8f). Surprisingly, genetic deletion of *Kansl1*, an essential component of the NSL complex, leaves H4K16ac largely intact and causes minimal disruption of embryonic skin development, in sharp contrast to MOF cKO. Because previous studies have demonstrated that NSL has a broader substrate specificity and mediates the acetylation of non-histone proteins such as p53 and LSD1 as well as intramitochondrial functions of MOF^1,13,15,18^, these results strongly argue that histone acetyltransferase activities of MOF are essential for embryonic skin development. Furthermore, biochemical studies have demonstrated that the acetylation activity of MSL is largely restricted to H4K16 whereas NSL has a broader specificity^16^. Notably, we found that knockdown of *Msl1*, a key component of the MSL complex, resulted in reduced H4K16ac levels and downregulation of MOF-regulated gene in mouse keratinocytes. These data suggest that MSL plays an important role in mediating MOF functions in the skin. Future studies will be needed to determine whether the loss of the MSL complex, through *Msl1* cKO, recapitulates the defects of MOF cKO skin or the loss of both MSL and NSL is required for MOF functions in the skin. Collectively, our results suggest that MOF-mediated H4K16ac is essential for mammalian skin development and demonstrate epithelial cells of the skin as a model system to examine the physiological function of H4K16ac in vivo.

In search for the complete set of MOF targeted genes in the skin, we performed both scRNAseq and bulk RNAseq. Surprisingly, we have identified numerous ciliary genes, which largely escaped the detection in scRNAseq, and mitochondrial genes, which were detected in both single-cell and bulk RNAseq, as the major classes of MOF targets. Interestingly, ciliary genes are regulated by the conserved RFX TF family^44–46^, and the promoter regions of MOF-regulated ciliary genes are highly enriched for the motifs of RFX2 and RFX3. This serendipitous finding led us to determine that MOF-regulated promoters, many of which are co-bound by RFX2, have significantly more accessible chromatin than those of epithelial lineage genes, supporting the notion that H4K16ac regulates decompaction of the chromatin. Interestingly, RFX2 preferentially binds to promoters (79%), in sharp contrast to ΔNp63, which prefers distal enhancers (43%) over promoters (16%). Thus, these results nominate RFX2 as a new member of the class of TFs with a strong preference for gene promoters^48^. Elucidation of the coordination between RFX2 and MOF to regulate ciliary and mitochondrial genes will provide an example of the interplay between TFs and histone H4 acetylation to maintain important cellular functions (Fig. 8f). Notably, a recent study of the NuA4 acetyltransferase complex in yeast provides a structural basis for the dual function of H4 acetylation in regulating chromatin packaging and transcription activation^49^. We speculate that MOF-mediated H4K16ac and its interaction with TFs, such as RFX2, is an intrinsic mechanism to link chromatin decompaction and transcription activation at gene promoters.

We have identified mitochondria and cilia as two important organelles that are regulated by MOF. The function of primary cilia during skin development has been extensively studied recently. Notably, their function in epidermal differentiation^40^ and downgrowth of hair follicles^50,51^, through the control of Shh signaling, was reminiscent to defects observed in MOF cKO skin. In addition to the widespread downregulation of ciliary genes, including genes in Shh signaling, in MOF cKO epithelial cells, we confirmed the strong reduction of primary cilia in both epidermis and hair germs. In contrast, the role of mitochondria, in particular the specific function of the ETC, during embryonic skin development is unknown. Furthermore, whether MOF regulates mitochondrial function through direct intramitochondrial mechanisms or nuclear mechanisms is still under active debate^52^. Interestingly, genetic ablation of Complex III of the ETC, which disrupts the entire ETC^33^, has recapitulated the severe defects in epidermal differentiation and hair growth. Notably, previous studies have implicated MOF in controlling mitochondrial functions by activating fatty acid oxidation pathway^3^ or regulating mitochondrial transcription and respiration through a subset of the NSL complex within the mitochondria^1^, respectively. Our results have identified the ETC as another major mitochondrial function regulated by this versatile layer of gene regulation. Of note, genetic deletion of *Tfam* (transcription factor A, mitochondrial), a DNA-binding protein essential for transcriptional activation of mtDNA^53^, caused defects in epidermal differentiation and HF development but the animals survived more than 2 weeks after birth^54^, which is less severe than MOF and QPC cKO. Therefore, MOF-mediated nuclear mitochondrial gene expression plays a major role in the skin. Future investigation will be needed to elucidate how the ETC functions, including the production of ATP, ROS, or other metabolites, promote epidermal differentiation and hair growth in a MOF-dependent manner.

In conclusion, this study provides genetic, genomic, and molecular evidence for MOF-mediated regulation of mitochondria and primary cilia and demonstrates coordination between RFX2 and MOF to govern gene expression in mammals. This research now paves the way to probe more deeply into the intricate network of mitochondria, cilia and MOF-controlled epigenetic regulation in development, homeostasis, and disease.

## Methods

### Mice

All experiments were carried out following IACUC-approved protocols and guidelines at CU Boulder and Northwestern, respectively. Mice were bred and housed according to guidelines of the IACUC in a pathogen-free facility at the University of Colorado at Boulder and at Northwestern University Feinberg School of Medicine. Housing rooms have 12-hr light/dark cycles with an ambient temperature of 23 °C and 50% humidity.

MOF fl/fl line was generated as described previously^5^. Kansl1 fl/fl line was generated from a conditional ready, targeted ESC strain obtained from the European Mouse Mutant Archive (EMMA). In this conditional allele, exon 3 (out of total 14 exons) is targeted for Cre-mediated recombination and deletion. Uqcrq (QPC) fl/fl line was described previously^33^. Other mouse lines used include: Krt14-Cre (E. Fuchs, Rockefeller University), and Krt14-H2BGFP (E. Fuchs, Rockefeller University). Seven weeks old heterozygous animals with Krt14-Cre were used for breeding to generate conditional knockout. For MOF study, pregnant females were taken at E15.5 or E16.5 for embryos; for QPC study, pregnant females were taken at E17.5 or E18.5 for embryos; for the Kansl1 study, newborn animals were examined for a phenotype. No sex related phenotype was found in this study, so both male and female animals were used for analysis without discrimination. All the mice were C57Bl/6J and CD-1 mixed background.

### Immunofluorescence and H&E staining

OCT-embedded embryos or dorsal skin tissues were sectioned to 10 μm, fixed in 4% PFA for 10 min at room temperature (RT), permeabilized with 0.1% Triton X-100 for 10 min at RT. For BrdU staining, samples were treated with 24 U/mL DNase in DNase Buffer (30 mM Tris-Cl, pH8.1, 0.5 mM β-Mercaptoethanol, 30 mM MgCl_2_) for 1 h at 37 °C before proceeding to the next step. When staining with mouse derived antibodies, mouse-on-mouse basic kit (BMK-2202, Vector Laboratories) was used. Otherwise, blocking was performed with 5% normal serum of the same species that the secondary antibody was raised in. Sections were incubated with primary antibodies overnight at 4 °C. Next day, sections were washed three times for 5 min each, then incubated with secondary antibodies for 2 h at RT. Nuclei were stained with Hoechst33342 (1: 5,000, Invitrogen). Slides were then mounted with VECTASHIELD antifade mounting medium (Vector Laboratories, H-1000). Imaging was performed either on a Leica DM5500B microscope with an attached Hamamatsu C10600-10B camera and MetaMorph software, or a Nikon A1 confocal microscope. Primary antibodies and dilution used in this study include H4K16ac (Sigma-Aldich, #07-329, 1:2000), Krt5 (Covance, #SIG-3475, 1:2000), Krt1 (Covance, #PRB-165P, 1:2000), Loricrin (The Rockefeller University, Gift from E. Fuchs, generated in the lab, 1:1000), β4 integrin (BD Biosciences, #553745, 1:200), Col17 (Abcam, #ab184996, 1:500), Pericentrin (Covance, #PRB-432C, 1:200), E-Cadherin (The Rockefeller University, Gift from E. Fuchs, generated in the lab, 1:200), α-Catenin (Cell Signaling Technology, #3236, 1:1000), Active-Caspase3 (R&D Systems, #AF835, 1:1000), Sox9 (Millipore, #AB5535, 1:500), Ki67 (Abcam, #ab15580, 1:500), Lef1 (Cell Signaling Technology, #2230, 1:500), P63 (Cell Signaling Technology, #4892, 1:200), BrdU (Abcam, #ab6326, 1:500), Krt6 (Covance, #PRB-169P, 1:500), H3K4me3 (Cell Signaling Technology, #9751, 1:200), H3K27ac (Cell Signaling Technology, #8173, 1:200). Secondary antibodies used in this study include goat anti-chicken, Alexa Fluor 488 (Invitrogen, A-11039, 1:2000), goat anti-rabbit, Alexa Fluor 555 (Invitrogen, A-21428, 1:2000), goat anti-rat Alexa Fluor 555 (Invitrogen, A-21434, 1:2000), goat anti-rat Alexa Fluor 488 (Invitrogen, A-11006, 1:2000).

Wholemount staining of Arl13b (NeuroMab clone N295B/66, #AB_11000053, 1:10) in Krt14-H2BGFP^+^ samples was used for cilia detection. The protocol was adapted from a previous report^55^. Briefly, freshly dissected Krt14-H2BGFP^+^ E16.5 control and MOF cKO dorsal skin samples were fixed in 4% PFA, blocked in PB Buffer (0.5% skim milk powder, 0.25% fish skin gelatin, 0.5% Triton X-100 in 1x PBS) for 1 h at RT. One drop of M.O.M blocking reagent from the mouse-on-mouse basic kit (BMK-2202, Vector Laboratories) was added per 1 mL PB buffer during the blocking since Arl13b is a mouse antibody. Arl13b was diluted in PB buffer and the samples were incubated with primary antibody overnight. The next day, the samples were washed twice at 2 ~ 3 h each time, and then incubated with 1:1000 goat anti-mouse IgG2a Alexa Fluor 555 secondary antibody (Invitrogen, A-21137) and 1:5000 Hoechst33342 overnight. On the third day, samples were changed to PBS, without thorough washes, and mounted onto slides with VECTASHIELD antifade mounting medium. Imaging was performed on a Nikon A1 confocal microscope with the software Nikon NIS Elements, version 4.51.00.

For H&E staining, sections were fixed in 4% PFA for 10 min at RT, then dipped in hematoxylin for 3 min, and eosin for 6 sec. After going through a series of dehydration steps, sections were mounted with Permount mounting medium (Fisher Scientific, SP15-500). Imaging was performed on a Leica DM5500B microscope with a Leica camera and software Leica LAS X suite, version 3.7.

### Fluorescence image quantification

The level of cellular fluorescence from fluorescence microscopy images was determined following this protocol (https://theolb.readthedocs.io/en/latest/imaging/measuring-cell-fluorescence-using-imagej.html) using Fiji^56^. Briefly, the corrected total cell fluorescence (CTCF) is calculated using the formula: CTCF = Integrated Density − (Area of selected cell X Mean fluorescence of background readings). Three readings from the background were averaged as the mean fluorescence background reading. The CTCF values were divided by 10,000 for plotting purposes to simplify the labeling.

For Pericentrin staining, quantification is based on the orientation relative to the basement membrane.

To quantify apoptotic (active Caspase 3 staining) or proliferative (BrdU staining) cells, positively labeled cells were counted for every image taken under 20x objective using the Leica DM5500B microscope. Every 20x image is considered one field and quantification is labeled as the number of positive cells per field.

### In situ hybridization and quantification

RNA in situ hybridization was performed using RNAscope Multiplex Fluorescent Detection Kit (Advanced Cell Diagnostics, ACD, #323110) with commercially available probes for mouse Scp2 (ACD, #875961) and Opa1 (ACD, #513961-C3) following the manufacturer’s protocol. Scp2 and Opa1 were detected simultaneously on the same slide with different fluorescent reagents. Quantification of in situ was performed using the “Analyze particles” function of Fiji. And the number of particles in each field of view is divided by the number of nuclei to get the average number of particles per nucleus.

### Flow cytometry

For E16.5 sorting, total dorsal skin was mined into small pieces and incubated with 0.1% collagenase (Worthington, LS004188) for 30 min at 37 °C. After incubation, PBS was used to dilute the collagenase, then pipet to dissociate. Tissues were pelleted by centrifuge and then subjected to fresh Trypsin digestion for 5 min at 37 °C. PBS supplemented with 5% chelated FBS was used to neutralize Trypsin and cells were filtered through a 40-μm cell strainer. DAPI-positive dead cells were excluded and epithelial cells were enriched by selecting Krt14-H2BGFP+ cells. Flow cytometry was performed on the MoFlo XDP machine (Beckman Coulter).

For P0.5 newborn epidermal cell isolation, dorsal skin was first incubated with 2.5 U/mL Dispase to separate the epidermis from the underlying dermis. Then epidermis was floated on Trypsin, incubating for 5 min at 37 °C. Single cell suspension was generated by pipetting and filtering through a 40-μm cell strainer and used for downstream experiments.

### Electron microscopy

E16.5 control and MOF cKO dorsal skin samples were fixed in EM fixation solution (2% Glutaraldehyde, 4% PFA, 50 mM Na Cacodylate, 2 mM Calcium Chloride) in a glass vial, and then bring to the CU Boulder EM Service Core Facility for further processing. Imaging was performed using the FEI Tecnai F30, 300 kV FEG-TEM system.

### shRNA infection

pGIPZ vector clone expressing control or Msl1 shRNA were obtained from Northwestern SBDRC Gene Editing, Transduction, and Nanotechnology (GET iN) core. Lentivirus were packed in HEK293T cells (ATCC, CRL-11268). Lentivirus supernatant was added to wildtype mouse keratinocytes in a 6-well plate overnight to infect. 24 h after infection, 1 μg/mL puromycin was added to the cells to select positively infected cells. 72 h after selection, cells were collected for qPCR or plated onto the cover glass for immunofluorescence staining.

### Reverse transcription and real-time PCR

Reverse transcriptions were performed using SuperScript III First-Strand Synthesis SuperMix (Invitrogen, 18080-400). Real-time PCR reagents were from Bio-Rad. Reactions were performed according to the manufacturer’s manual on a CFX384 real-time system (Bio-Rad). Differences between samples and controls were calculated using the 2^−ΔΔC(t)^ method. Real-time PCR primers were listed in Supplementary Data 5.

### RNAseq library construction and analysis

Total RNA was isolated from flow cytometry enriched E16.5 control and MOF cKO epithelial cells using TRIzol (Invitrogen), and RNA quality was assessed with Agilent 2100 bioanalyzer. 1 μg total RNA was used for RNAseq library construction using NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, E7420L) per the manufacturer’s protocol.

For Kansl1 RNAseq, which was performed at P0.5, the epidermis was separated from the dermis after Dispase treatment, and then directly floated on 1 mL TRIzol reagent, incubated at RT for 15 min. The lysate was collected for RNA purification and library construction as described above.

RNAseq reads (150 nt, paired-end) were aligned to the mouse genome (mm10) using HISAT2 (version 2.1.0)^57^. Expression of each gene was calculated from the alignment Bam file by HTSeq-count^58^. Differentially expressed genes were determined using R package DESeq2^59^ with padj <0.01, 1.5x fold-change as cutoff. Gene ontology analysis for changed genes was performed using DAVID Bioinformatics Resources 6.8^60^. GSEA^38^ analysis was performed using fold change values (MOF cKO *vs*. control) as the expression dataset, and gene sets were downloaded from GSEA website for ciliary gene set and mitochondrial gene set or curated for p63 targets from a previous publication^26^.

### ChIPseq and Cut&Run

All ChIPseq and Cut&Run experiments were performed using newborn total epidermal cells. For MOF ChIPseq, epidermal single cell suspension was fixed with 1% PFA for 10 min at RT, quenched with 2.5 M glycine, and followed by sonication. Sheared chromatin was pulled down using MOF antibody (Bethyl, #A300-992A, 1:100), incubated at 4 °C overnight. The next day, magnetic protein A beads (TheromFisher, #10001D) were added and further incubated at 4 °C for 2 h. After several rounds of washes, MOF and its bound DNA were eluted from the beads and subjected to reverse-crosslinking, proteinase K digestion, and DNA clean-up using QIAquick PCR purification kit (Qiagen, #24108). NEBNext® Ultra™ II DNA Library Perp Kit for Illumina (NEB, #E7645) was used for library construction. Cut&Run was conducted following this protocol: https://protocols.io/view/cut-amp-run-targeted-in-situ-genome-wide-profiling-zcpf2vn.html. Cut&Run antibodies used in this study include H4K16ac (Sigma-Aldich, #07-329), H3K4me3 (Cell Signaling Technology, #9751), H3K4me1 (Cell Signaling Technology, #9723), H3K27ac (Cell Signaling Technology, #8173), Rfx2 (Sigma-Aldrich, #HPA048969). All were used at 1:100. Briefly, epidermal cells were reversibly permeabilized with 0.05% Digitonin, bound to ConA-coated magnetic beads, 10 min at RT, and then incubated with antibody at 4 °C overnight. The next day, after several washes, Protein A-MNase fusion protein was added to the cells and incubate at 4 °C for 1 hr. After washes, CaCl_2_ was added to activate the MNase, incubating at 0 °C for 30 min. After inactivating MNase with EGTA/EDTA, the reaction was incubated at 37 °C for 30 min to release the Cut&Run fragments from the insoluble nuclear chromatin. Proteins were removed by proteinase K digestion and DNA was purified by Phenol/Chloroform extraction. The libraries were constructed using NEBNext® Ultra™ II DNA Library Prep Kit for Illumina®.

Single-end ChIPseq and Paired-end Cut&Run reads were aligned to the mouse genome (mm10) using Bowtie2^61^ with an option “–very-sensitive-local”. Peak calling was performed on each individual sample by MACS2^62^. The parameter “-BAMPE” was used for Rfx2 peak calling.

*K*-means clustering was performed using seqMINER (version 1.3.4)^63^. First, mapped Bam files were converted to Bed files using bedtools, then 10 million (MOF ChIPseq and H4K16ac, H3k4me1, H3K27ac Cut&Run) or 2 million (H3K4me3) mapped reads were randomly sampled from each library and used as input. MOF ChIPseq peaks were used as genome coordinates. Signals were calculated in a 2 kb region (±1000 bp) surrounding the center of the peak with 25 nt bin.

Enriched motif search was performed using Homer^64^ *findMotifGenome.pl*. Peak distribution in the genome is annotated using Homer *annotatePeaks.pl* function.

### single-cell RNAseq library generation

Single cell suspensions from two pairs of E15.5 and E16.5 control and MOF cKO total dorsal skin were used as input for single cell RNAseq. The libraries were constructed following 10x Genomics Chromium Single Cell 3’ Reagent Kits v2 or v3 User Guide (PN-120237). The libraries were sequenced on the Illumina NovaSeq 6000 platform to achieve an average of approximately 50,000 reads per cell.

For QPC scRNAseq, E17.5 control, and QPC cKO total dorsal skin were used as input. The libraries were constructed following 10x Genomics Chromium Single Cell 3’ Reagent Kits v3 User Guide (PN-1000075). The libraries were sequenced on the Illumina NovaSeq 6000 platform to achieve an average of approximately 50,000 reads per cell.

### single-cell RNAseq analysis

The 10x Genomics Cellranger Single-Cell Software Suite (version 6.1.2) was used to perform barcode processing and single-cell 3′ gene counting. Barcodes, features, and matrix files were loaded into Seurat 4.0^65^ for downstream analysis. Low quality and dead cells were excluded from analysis using nFeature_RNA (>1000 and <6,000) and mitochondrial percentage (<10%). In addition, cell cycle regression was used to regress out addition variation from cell cycle genes. After UMAP dimension reduction and clustering, cluster markers were used to identify distinct cell populations. Genes with log2FC of more than 0.5 were used for GO term analysis. To analyze epithelial cell in higher resolution, we subset epithelial cells and then re-ran the analysis pipeline.

To calculate nuclear mitochondrial score, a list of 1158 mitochondrial genes downloaded from GSEA was used to calculate a module score using *the AddModuleScore* function of Seurat.

To make the cell number comparable, 600 epithelial cells were randomly subset from QPC control and cKO samples and then integrated with MOF epithelial cells using Seurat 4.0 for further analysis.

### single-cell ATACseq library generation

For scATACseq, E16.5 control and MOF cKO total dorsal skins were subject to flow cytometry to sort for Krt14-H2BGFP^+^ epithelial cells and Krt14-H2BGFP^-^ non-epithelial cells, then the GFP^+^ cells were mixed with GFP^−^ cells at 2:1 ratio to enrich for epithelial cells. The libraries were prepared using the 10x Genomics Chromium Single Cell ATAC Library & Gel Bead kit (PN-1000110). The libraries were sequenced on the Illumina NovaSeq 6000 platform to achieve an average of approximately 50,000 paired-end reads per nucleus.

### single-cell ATACseq analysis

Raw sequencing reads were aligned using cellranger-atac (version 2.0.0) with the corresponding reference genome (refdata-cellranger-arc-mm10-2020-A-2.0.0) downloaded from 10x Genomics website. The generated *filtered_peak_bc_matrix* and *fragment* files were used for further analysis.

R package ArchR^47^ was used for cell clustering, TSS enrichment score calculation, and Tn5 insertion profile plotting. MOF targets were identified as genes that have MOF binding on their promoter and down-regulated in MOF cKO. Epithelial markers were identified from scRNAseq.

### Statistics and study design

RNAseq (E16.5) and scRNAseq (E15.5 and E16.5) for control and MOF cKO were performed with two pairs of samples. RNAseq (P0.5) for control and Kansl1 cKO was performed with two pairs of samples. ScRNAseq (E17.5) for control and QPC cKO was performed with one pair of samples. ScATAC-seq was performed with one pair of E16.5 control and MOF cKO samples. All ChIPseq and Cut&Run were performed in P0.5 wildtype total epidermal cells. MOF ChIPseq, H3K4me1 and Rfx2 Cut&Run have one replicate, H4K16ac Cut&Run has three replicates, H3K4me3 and H3K27ac Cut&Run have two replicates. All the experiments were designed such that there were always littermate controls. All statistical tests were performed using unpaired two-sided Student’s *t*-test. The exact *P* values are shown in Supplementary Data 4 For boxplot, the lower and upper hinges correspond to the first and third quartiles, and the middle line represents the median. The upper whisker extends from the hinge to the largest value no further than 1.5 * IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). The lower whisker extends from the hinge to the smallest value at most 1.5 * IQR of the hinge. Data beyond the end of the whiskers are plotted individually.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

All sequencing data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE214441. Mouse genome mm10 is available at http://genome.ucsc.edu/cgi-bin/hgGateway?db=mm10. Mouse cilium gene set was downloaded at https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOCC_CILIUM.html. Mouse mitochondrion gene set was downloaded at https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOCC_MITOCHONDRION.html. Mouse reference dataset for scRNAseq was downloaded from https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest. Mouse reference dataset for scATACseq was downloaded from https://support.10xgenomics.com/single-cell-atac/software/downloads/latest. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: MOF-mediated histone H4 Lysine 16 acetylation governs mitochondrial and ciliary functions by controlling gene promoters
**Source:** Nat Commun. 2023 Jul 21;14:4404. doi: 10.1038/s41467-023-40108-0
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

**MOF-mediated Histone H4 Lysine 16 Acetylation Governs  
Mitochondrial and Ciliary Functions by Controlling Gene Promoters**

Dongmei Wang<sup>1,3</sup>, Haimin Li<sup>1</sup>, Navdeep S Chandel<sup>3,4</sup>, Yali Dou<sup>5</sup> and Rui Yi<sup>1,2,3\*</sup>

USA

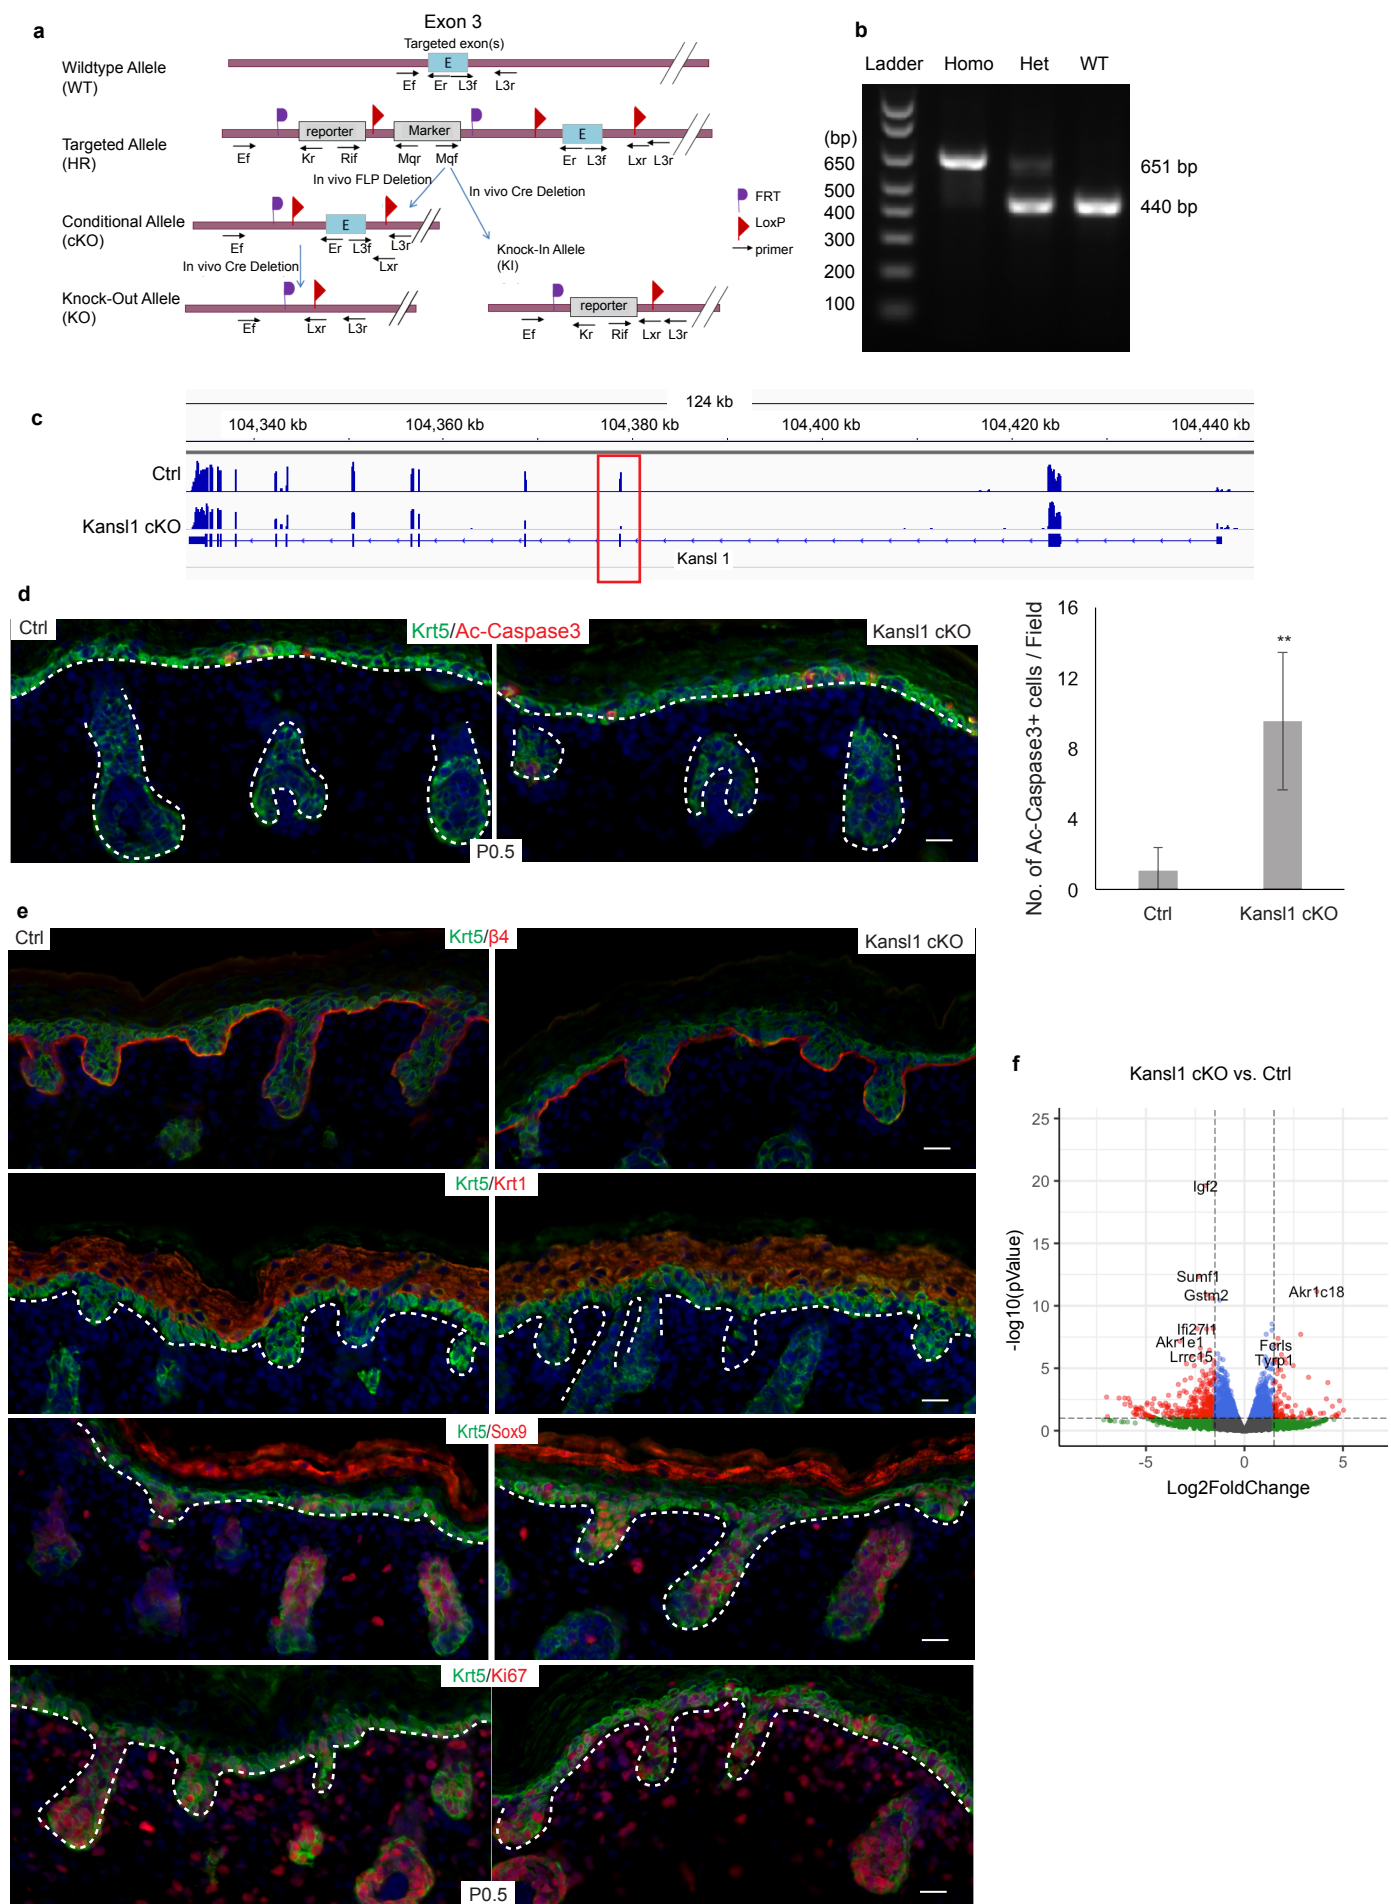

**Supplementary Fig. 1 | Kansl1 knockout strategy and phenotypical analysis.** **a**, Schematic illustration of the generation of Kansl1 conditional allele. **b**, Representative genotyping result from five sets of samples by genomic DNA PCR. Homo, homozygous, Kansl1 fl/fl; Het, heterozygous, Kansl1 fl/+; WT, wildtype, Kansl1 +/+. 651 bp is the conditional allele, 440 bp is the wildtype allele. **c**, RNAseq track showing deletion of exon3 in Kansl1 cKO. **d**, Increased apoptosis in P0.5 Kansl1 cKO shown by active-caspase 3 (Ac-Caspase3) staining. n = 21 fields for control, n = 32 fields for Kansl1 cKO from three pairs of samples. Data are represented as mean value +/- SEM. *P* value was calculated by unpaired two-sided Student's *t* test, \*\*, *P* < 0.01. The exact *P* value is shown in Supplement Table 4. **e**, Immunofluorescence staining showing non-discernible difference between P0.5 control and Kansl1 cKO in basement membrane deposition ( $\beta$ 4 integrin), differentiation and epidermal thickness (Krt1), hair follicle stem cell specification (Sox9) and proliferation (Ki67). Representative images from three pairs of samples. **f**, Volcano plot of differentially expressed genes in P0.5 Kansl1 cKO compared with control. Red dots represent genes showing absolute fold change > 1.5 and FDR < 0.01. Ctrl, control. White dashed lines indicate epidermal-dermal boundary (**d** and **e**). Scale bar, 20  $\mu$ m (**d** and **e**). Source data are provided as a Source Data file.

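Of the genes labelled in the volcano plot, Igf2 on chromosome 7 had 313.5 ± 7.95 CPM (SD, n = 2) in control and 80.3 ± 12.2 CPM (SD, n = 2) in Kansl1 cKO, a log2 fold change of -1.96 (standard error 0.184, adjusted p = 0.110 from edgeR's quasi-likelihood test). Sumf1 on chromosome 6 fell from 19.2 ± 0.518 to 3.84 ± 0.0574 CPM (SD, n = 2), a log2 fold change of -2.32. Gstm2 belongs to a multigene family whose reads can be shared between copies, and had a log2 fold change of -1.92. Ifi27l1, Akr1e1 and Lrrc15 had log2 fold changes of -2.39, -3.31 and -2.65. Leaving out Kansl1 cKO replicate 2 moved Akr1e1 to -4.78, and leaving out control replicate 1 moved Lrrc15 to -1.89. Akr1c18, also from a multigene family, was higher in Kansl1 cKO with a log2 fold change of 3.73, while Fcrls and Tyrp1 had log2 fold changes of 1.61 and 1.53. In each of these 9 genes both Kansl1 cKO libraries lay on the same side of both control libraries, which chance gives for 33.3% of genes in 2 against 2 libraries. None reached an adjusted p of 0.01 in edgeR's quasi-likelihood test, where their adjusted p-values ran from 0.110 to 0.180, and DESeq2 called all 9.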

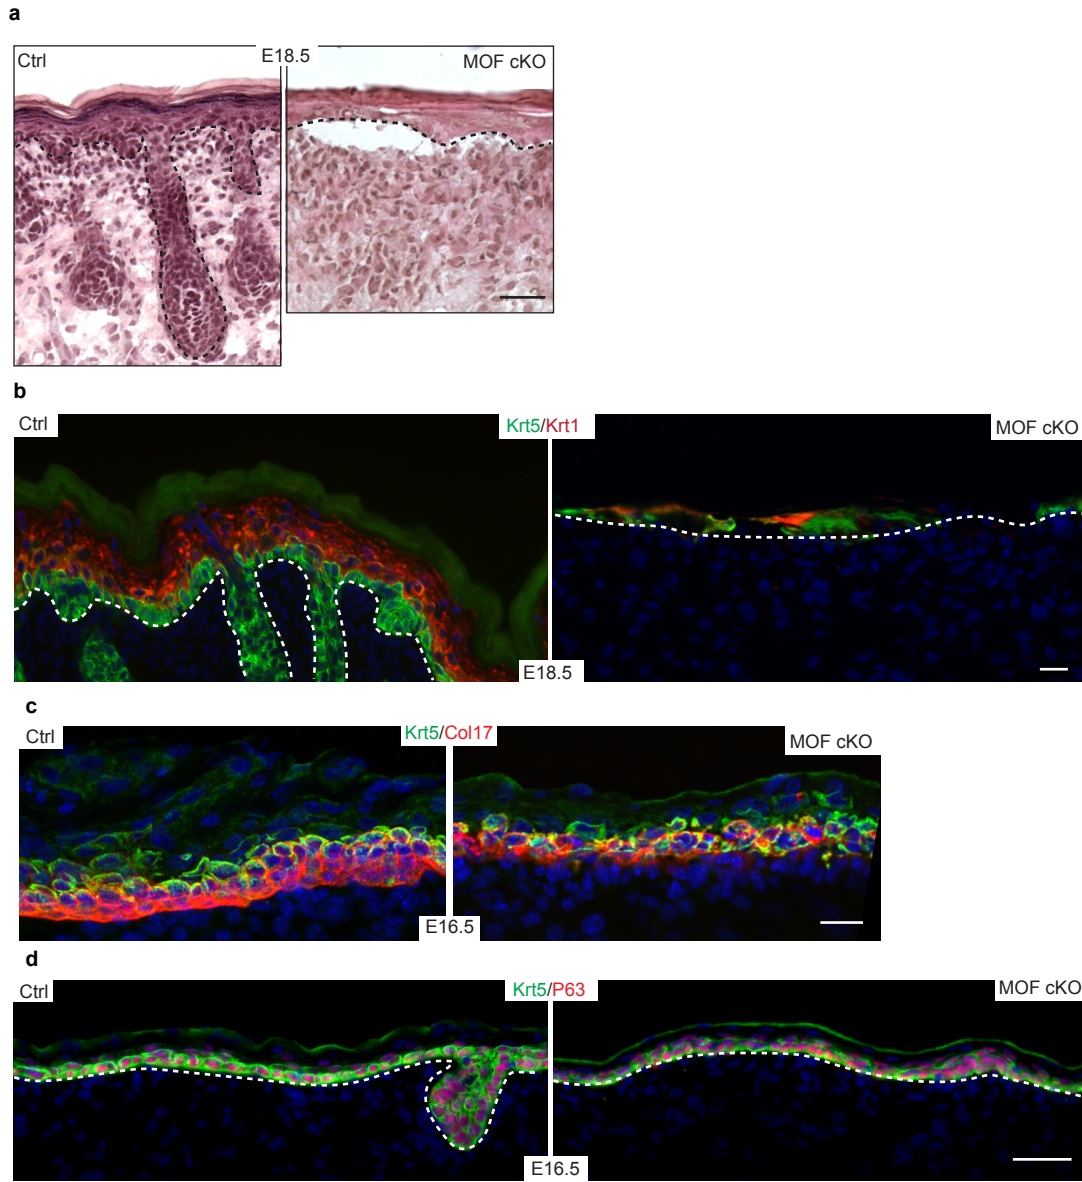

**Supplementary Fig. 2 | Phenotypic analysis of MOF cKO.** **a**, HE staining showing detachment of epidermis from dermis in MOF cKO at E18.5. Representative images from three pairs of samples. **b**, Loss of basal progenitor cells as indicated by Krt5 staining in E18.5 MOF cKO. Representative images from three pairs of samples. **c**, Compromised basement membrane in MOF cKO as shown by collagen XVII (Col17) staining. Representative images from three pairs of samples. **d**, Confirmation of epithelial fate specification in MOF cKO by epithelial master transcription factor P63 staining. Representative images from three pairs of samples. Scale bar, 50  $\mu\text{m}$  (**a**), 20  $\mu\text{m}$  (**b-d**).

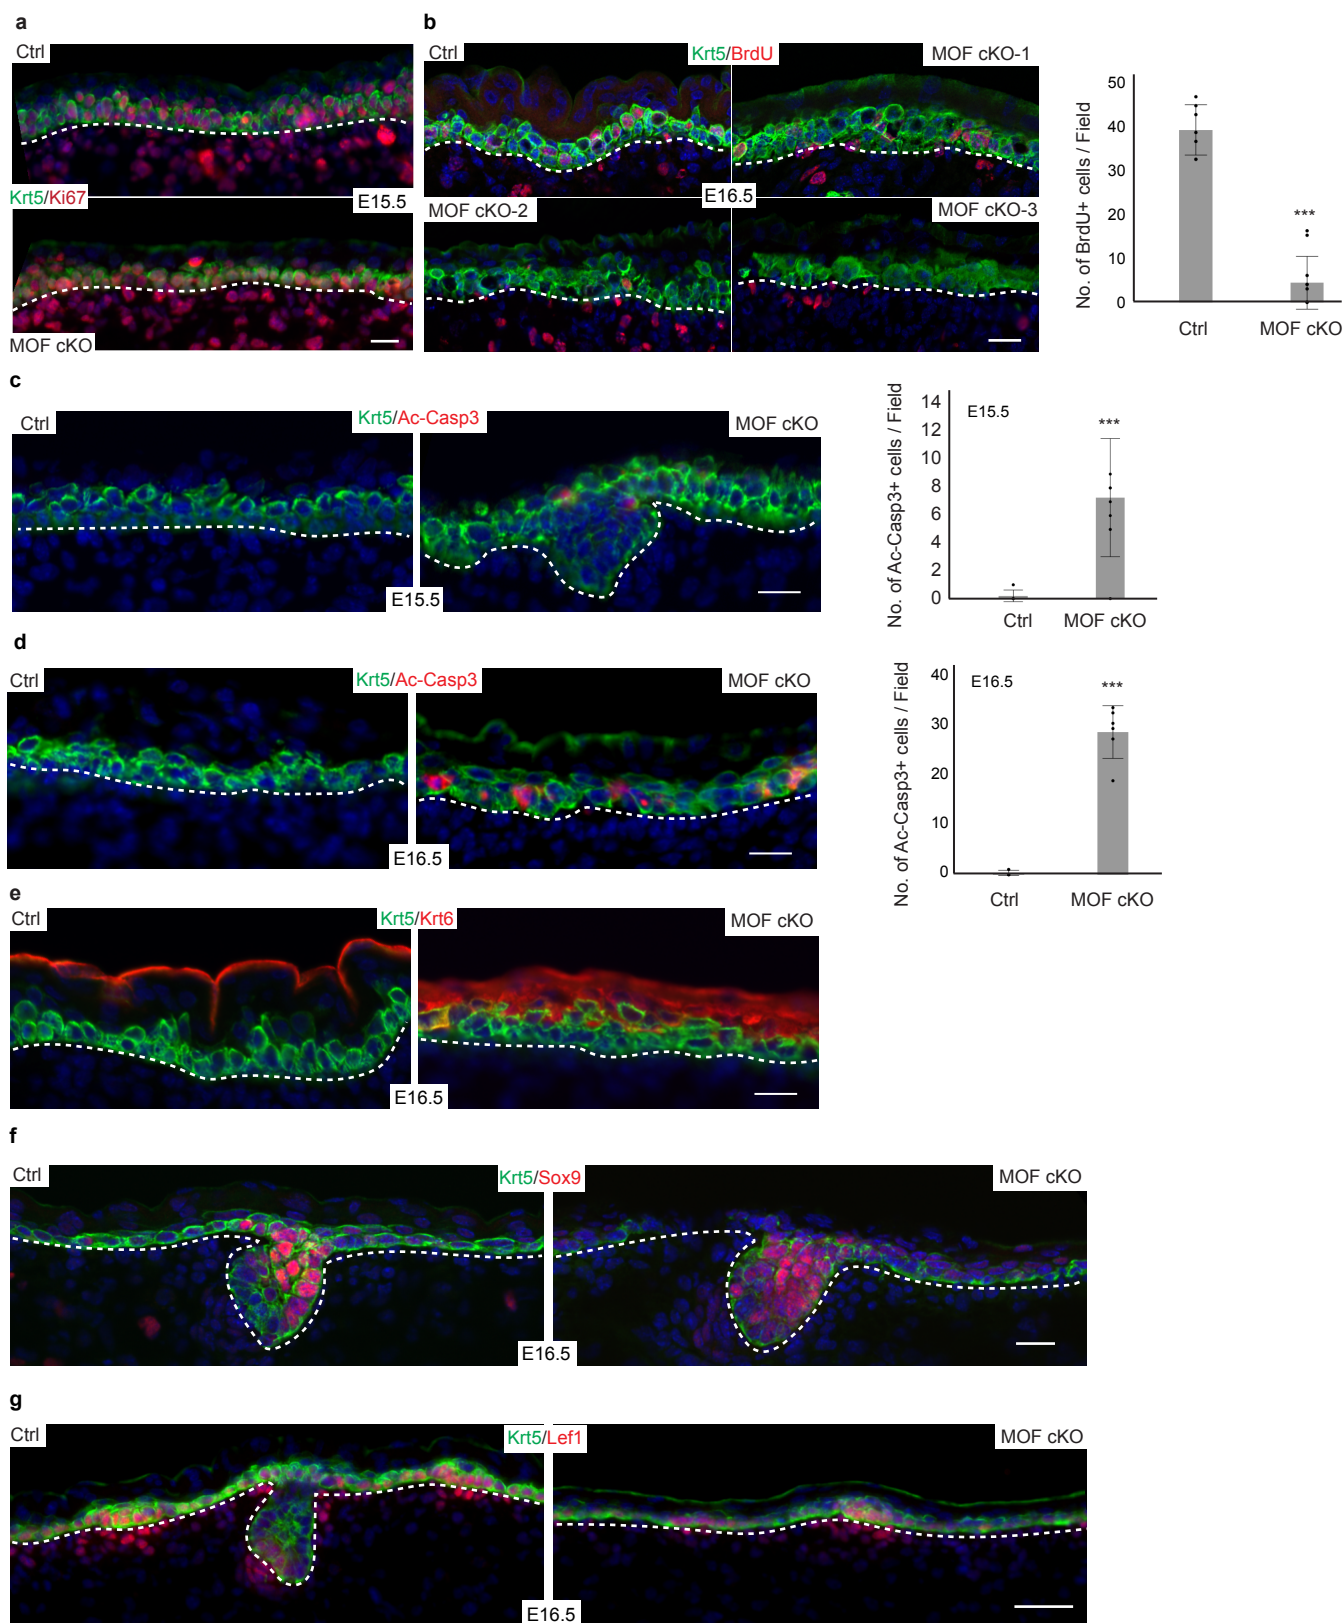

**Supplementary Fig. 3 | More phenotypical analysis of MOF cKO.** **a**, No significant change of cell cycle status in E15.5 MOF cKO as indicated by Ki67 staining. Representative images from three pairs of samples. **b**, Proliferation examination by BrdU staining in E16.5 samples.  $n = 7$  fields for control,  $n = 11$  fields for MOF cKO from three pairs of samples. Data are represented as mean value  $\pm$  SEM. **c**, Mild apoptosis was detected by active-Caspase 3 (Ac-Casp3) staining in E15.5 MOF cKO.  $n = 13$  fields for each genotype from three pairs of samples. Data are represented as mean value  $\pm$  SEM. **d**, Extensive apoptosis was detected in E16.5 MOF cKO.  $n = 6$  fields for each genotype from three pairs of samples. Data are represented as mean value  $\pm$  SEM. **e**, Stress response indicated by Krt6 staining in the epidermal differentiated layer in E16.5 MOF cKO. Representative images from three pairs of samples. **f**, Specification of hair follicle stem cells in the few hair follicles detected in E16.5 MOF cKO as shown by Sox9 staining. Representative images from three pairs of samples. **g**, Hair follicle specification in MOF cKO as demonstrated by Lef1 staining. Representative images from three pairs of samples. Ctrl, control. White dashed lines indicate epidermal-dermal boundary (**a-g**),  $P$  values were calculated by unpaired two-sided Student's  $t$  test (**b**, **c** and **d**), \*\*\*,  $P < 0.001$ . The exact  $P$  values are shown in Supplement Table 4. Scale bar, 20  $\mu$ m (**a-g**). Source data are provided as a Source Data file.

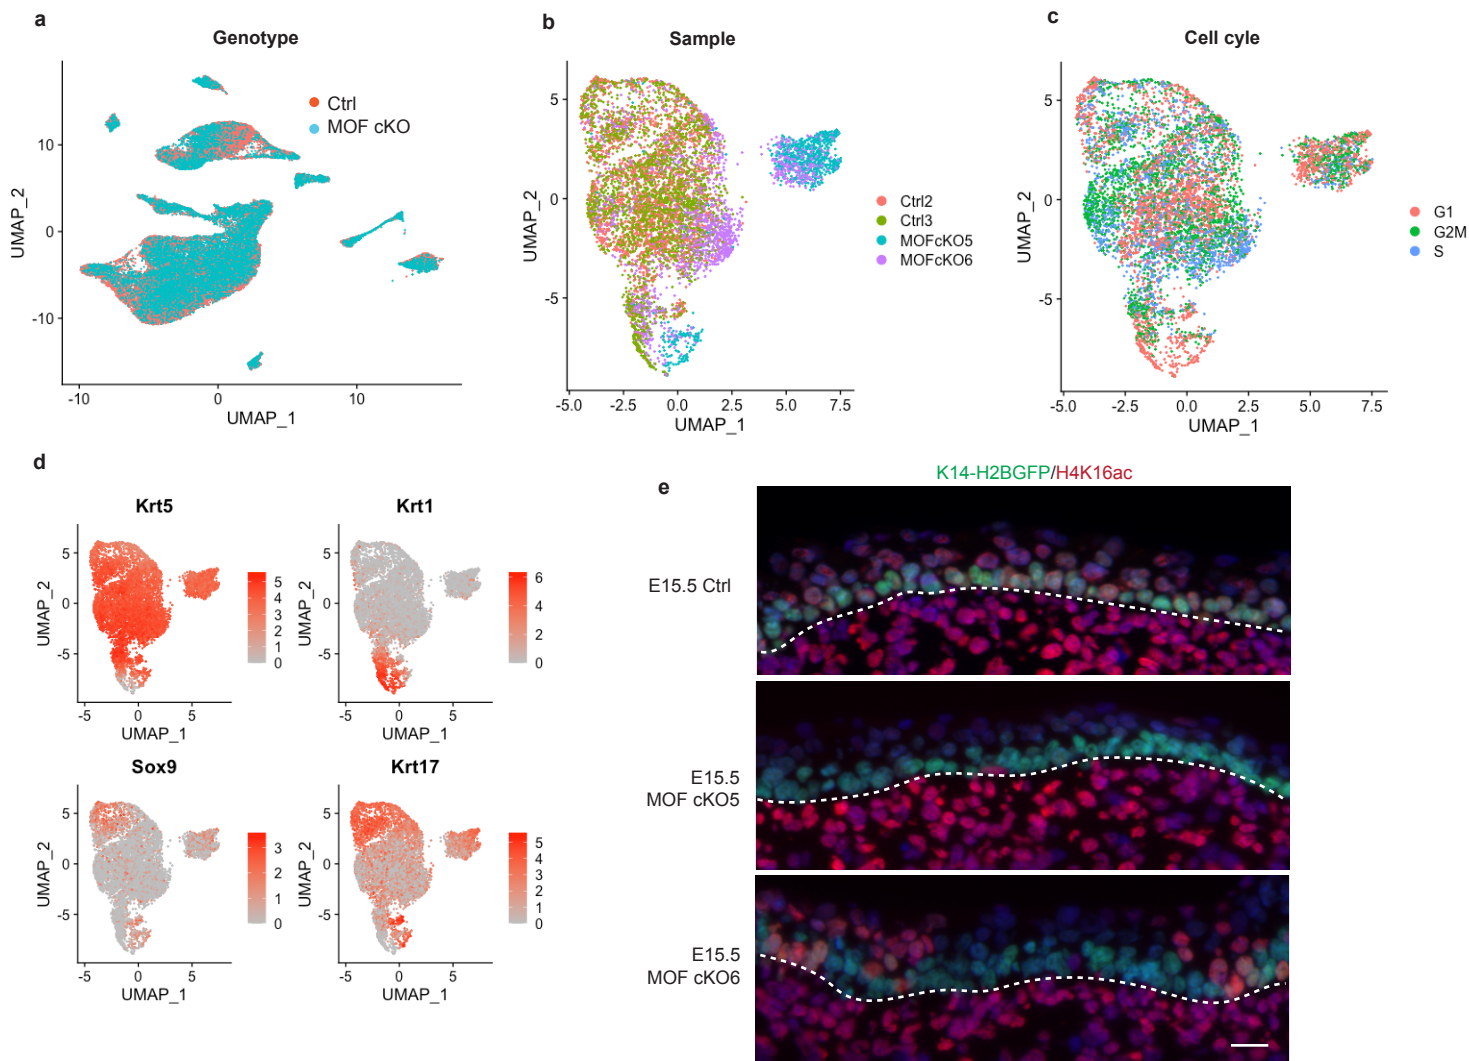

**Supplementary Fig. 4 | E15.5 single cell RNAseq analysis and sample characterization.** **a**, UMAP clustering of all the cells detected in E15.5 scRNAseq, colored by genotype. **b**, UMAP clustering of epithelial cells, colored by sample. **c**, UMAP clustering of epithelial cells, colored by cell cycle status. **d**, Feature plot of genes that were used for identifying epithelial clusters. Krt5 marks basal progenitor cells; Krt1 marks suprabasal cells; Sox9 mark hair germ cells; Krt17 marks hair germ cells in control and stress response cells in MOF cKO. **e**, H4K16ac staining for control and two E15.5 MOF cKO (MOF cKO5 and MOF cKO6) used in scRNAseq to show complete deletion of MOF in MOF cKO5 and mosaic deletion of MOF in MOF cKO6. Ctrl, control. White dashed lines indicate epidermal-dermal boundary, Scale bar, 20  $\mu$ m.

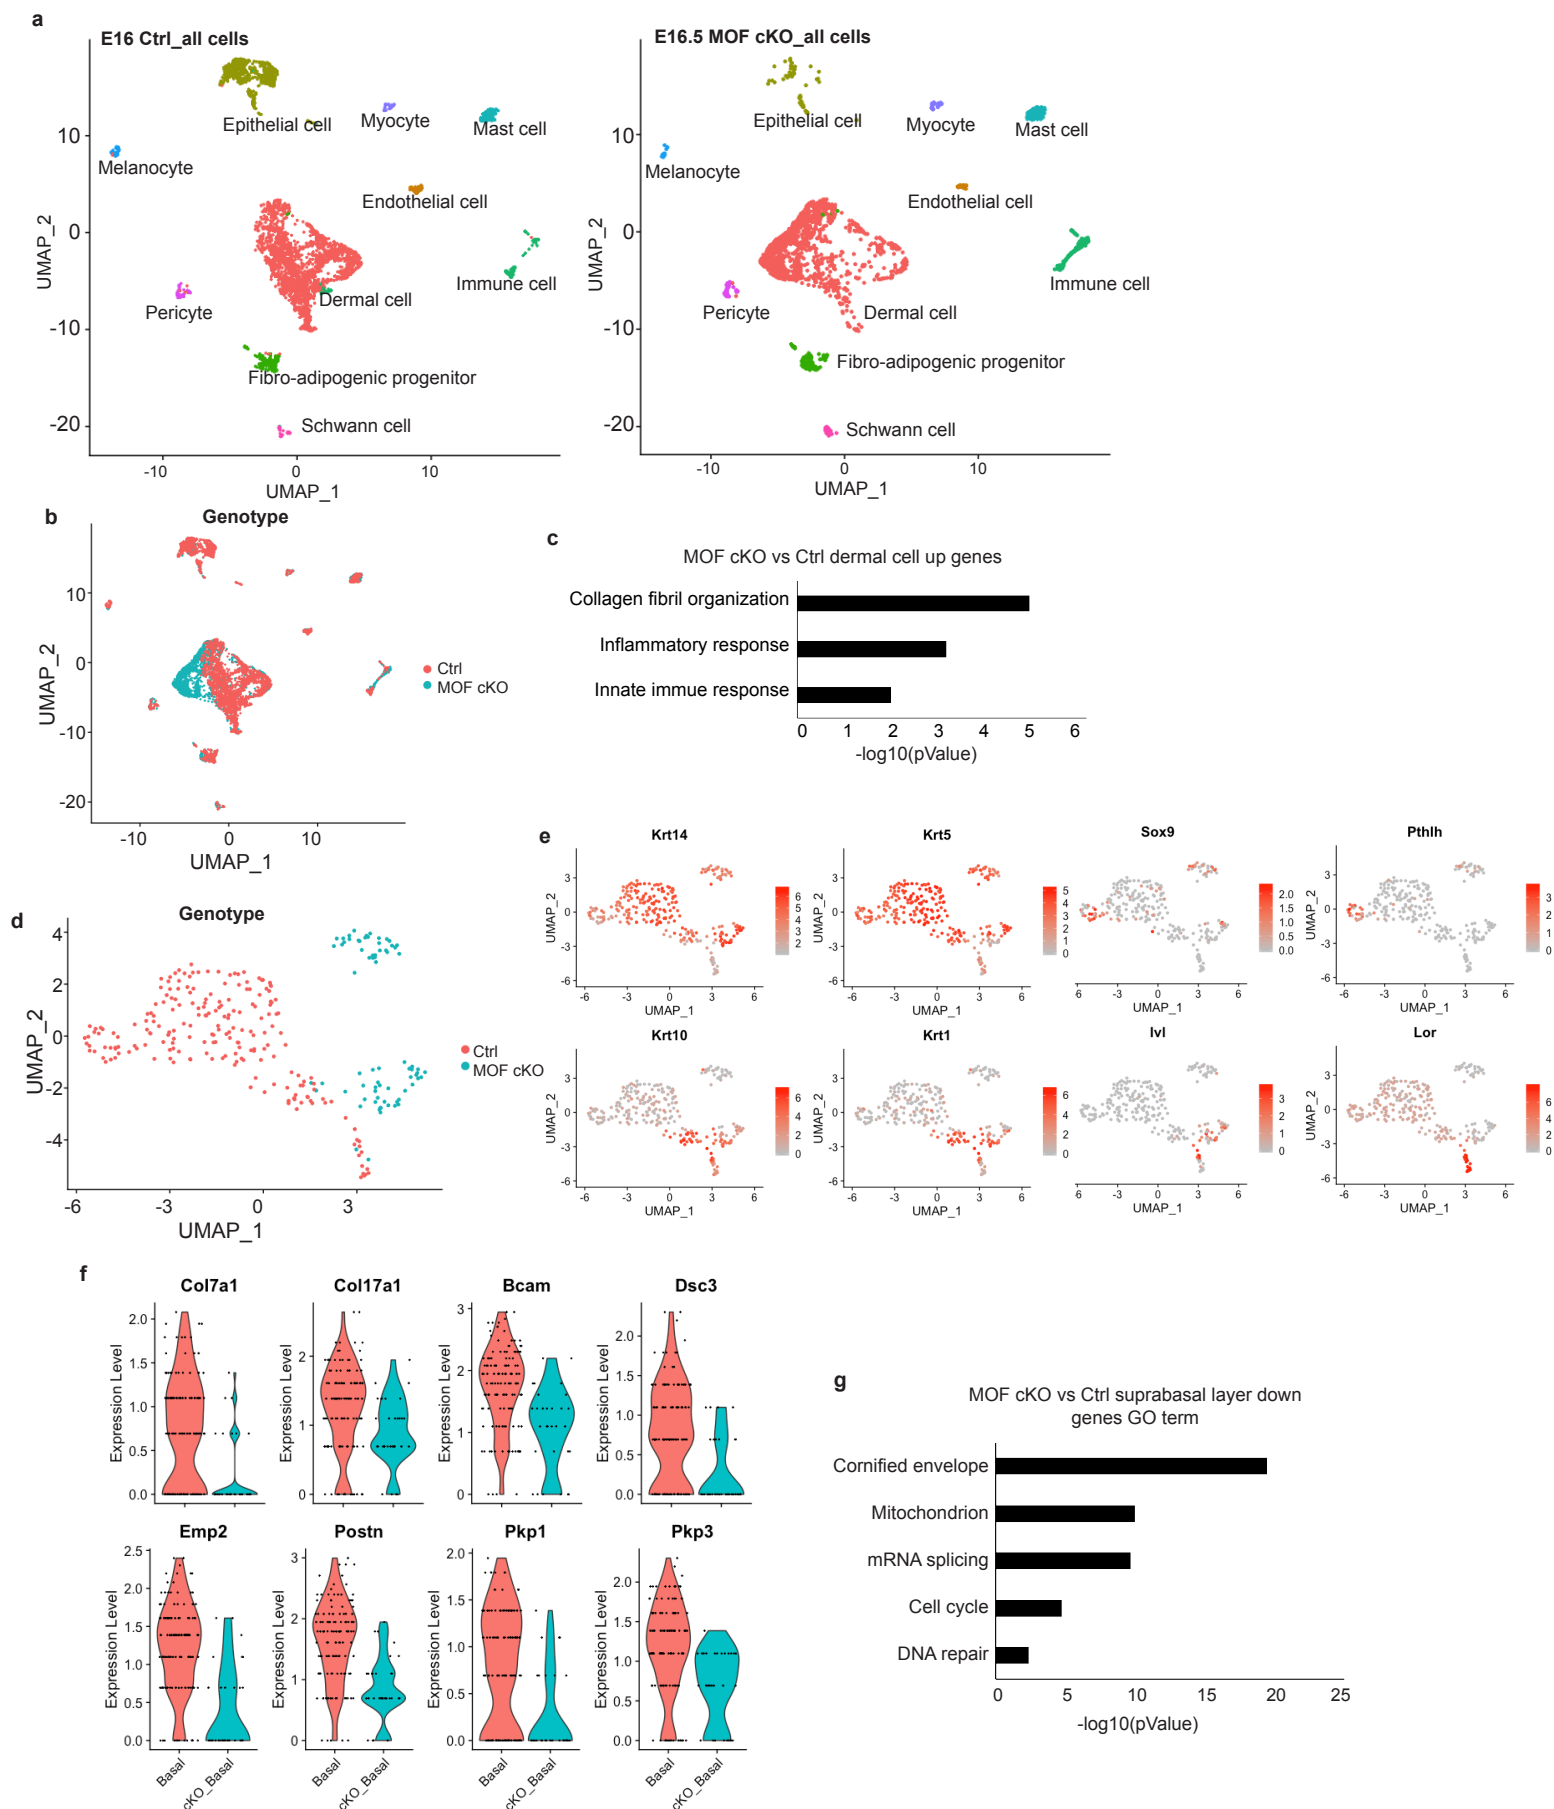

**Supplementary Fig. 5 | E16.5 single cell RNAseq analysis.** **a**, Ten distinct cell types were detected in E16.5 control and MOF cKO dorsal skin samples by scRNAseq. **b**, UMAP clustering of all the cells detected in E16.5 scRNAseq, colored by genotype. **c**, Gene ontology (GO) terms of up-regulated genes in E16.5 MOF cKO dermal cells. **d**, UMAP clustering of epithelial cells, colored by genotype. **e**, Feature plot of genes that were used for identifying each epithelial clusters. Krt14 and Krt5 mark basal progenitor cells; Sox9 and Pthlh mark hair follicle cells; Krt1 and Krt10 mark spinous layer cells; Ivl and Lor mark granular layer cells. **f**, Example of downregulated basement membrane and extracellular matrix genes detected in E16.5 scRNAseq. **g**, GO terms of downregulated genes in E16.5 MOF cKO vs. control suprabasal comparison.

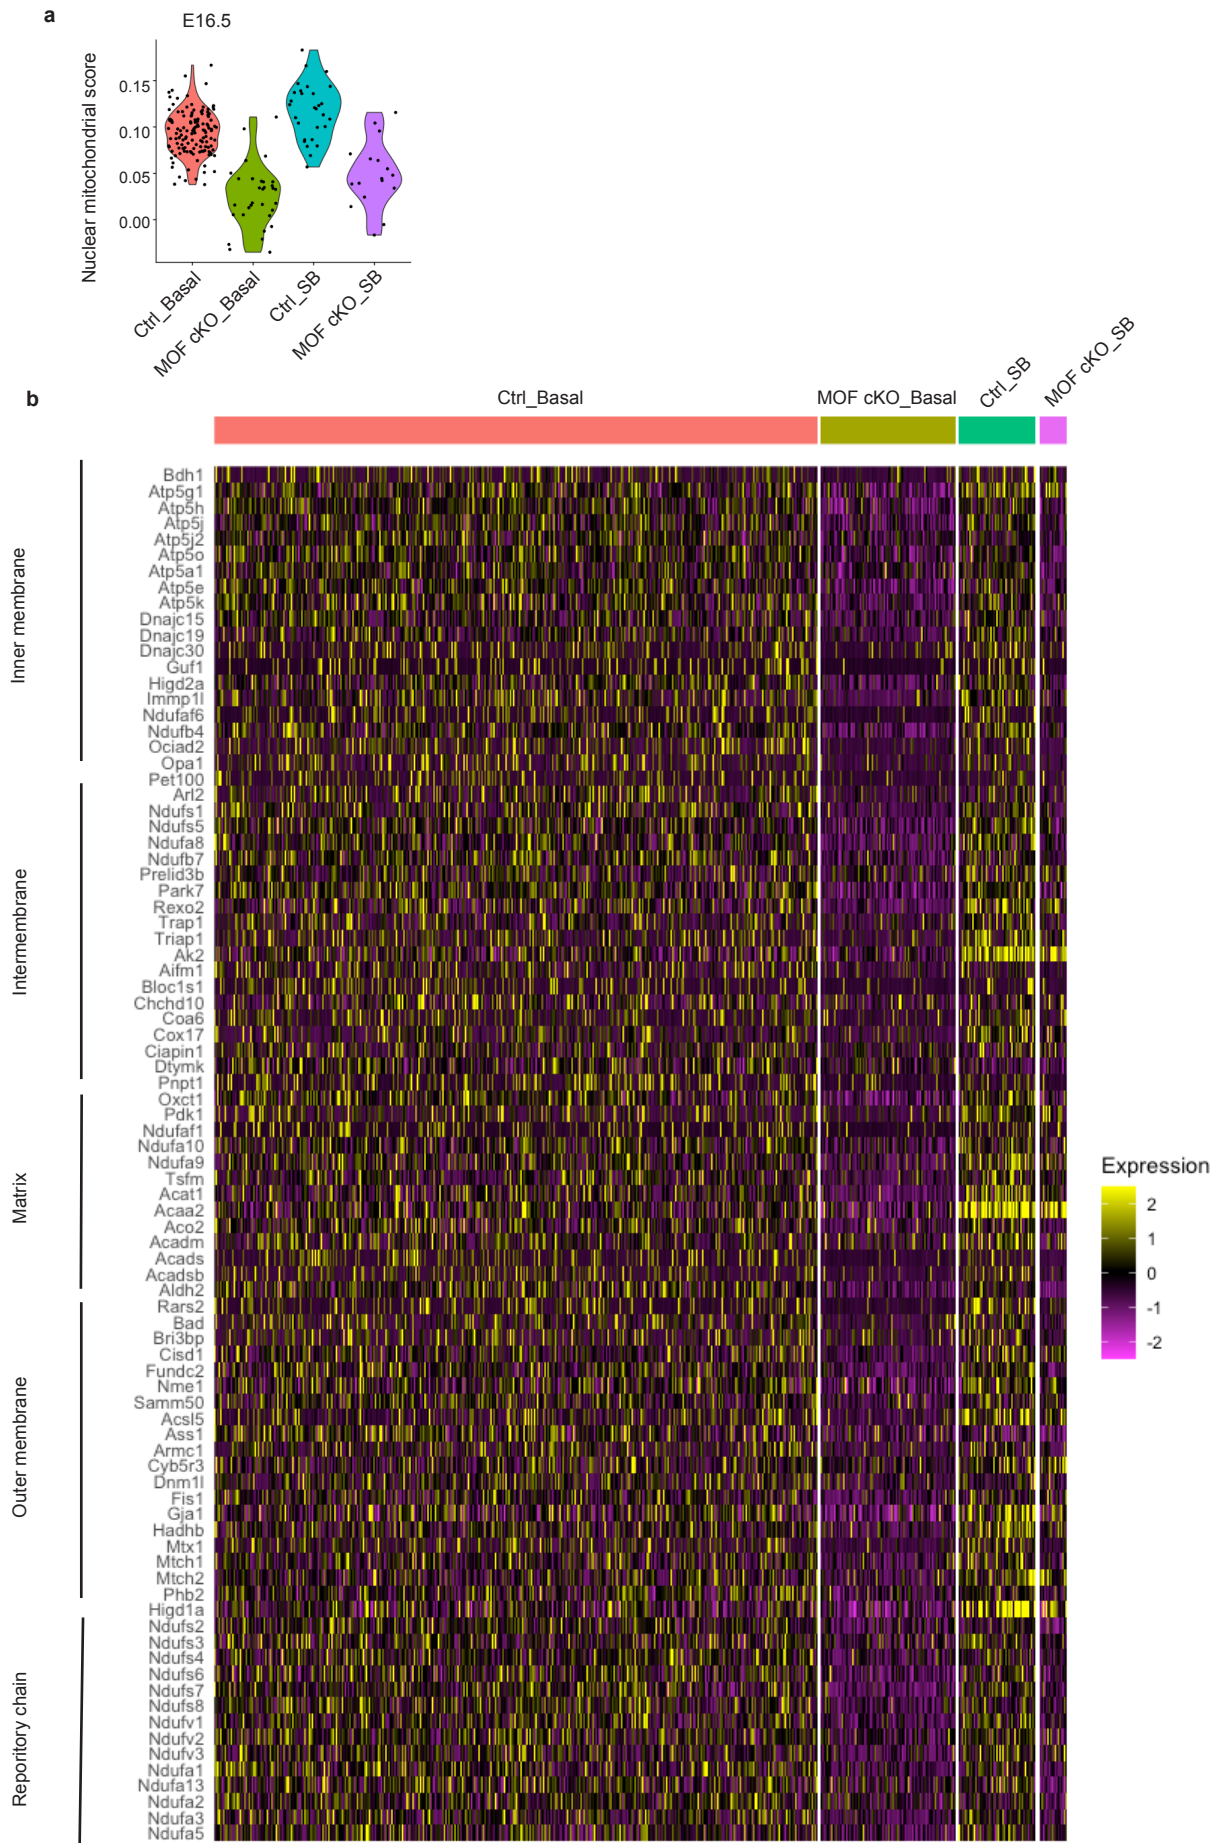

**Supplementary Fig. 6 | Downregulated mitochondrial genes in scRNAseq. a,** Aggregated nuclear-encoded mitochondrial gene expression score in E16.5 scRNAseq. **b,** Heatmap of downregulated mitochondrial genes in E15.5 scRNAseq, grouped by different mitochondrial compartments. Ctrl\_Basal, control basal progenitor cells; MOF cKO\_Basal, MOF cKO basal progenitor cells; Ctrl\_SB, control suprabasal cells; MOF cKO\_SB, MOF cKO suprabasal cells.

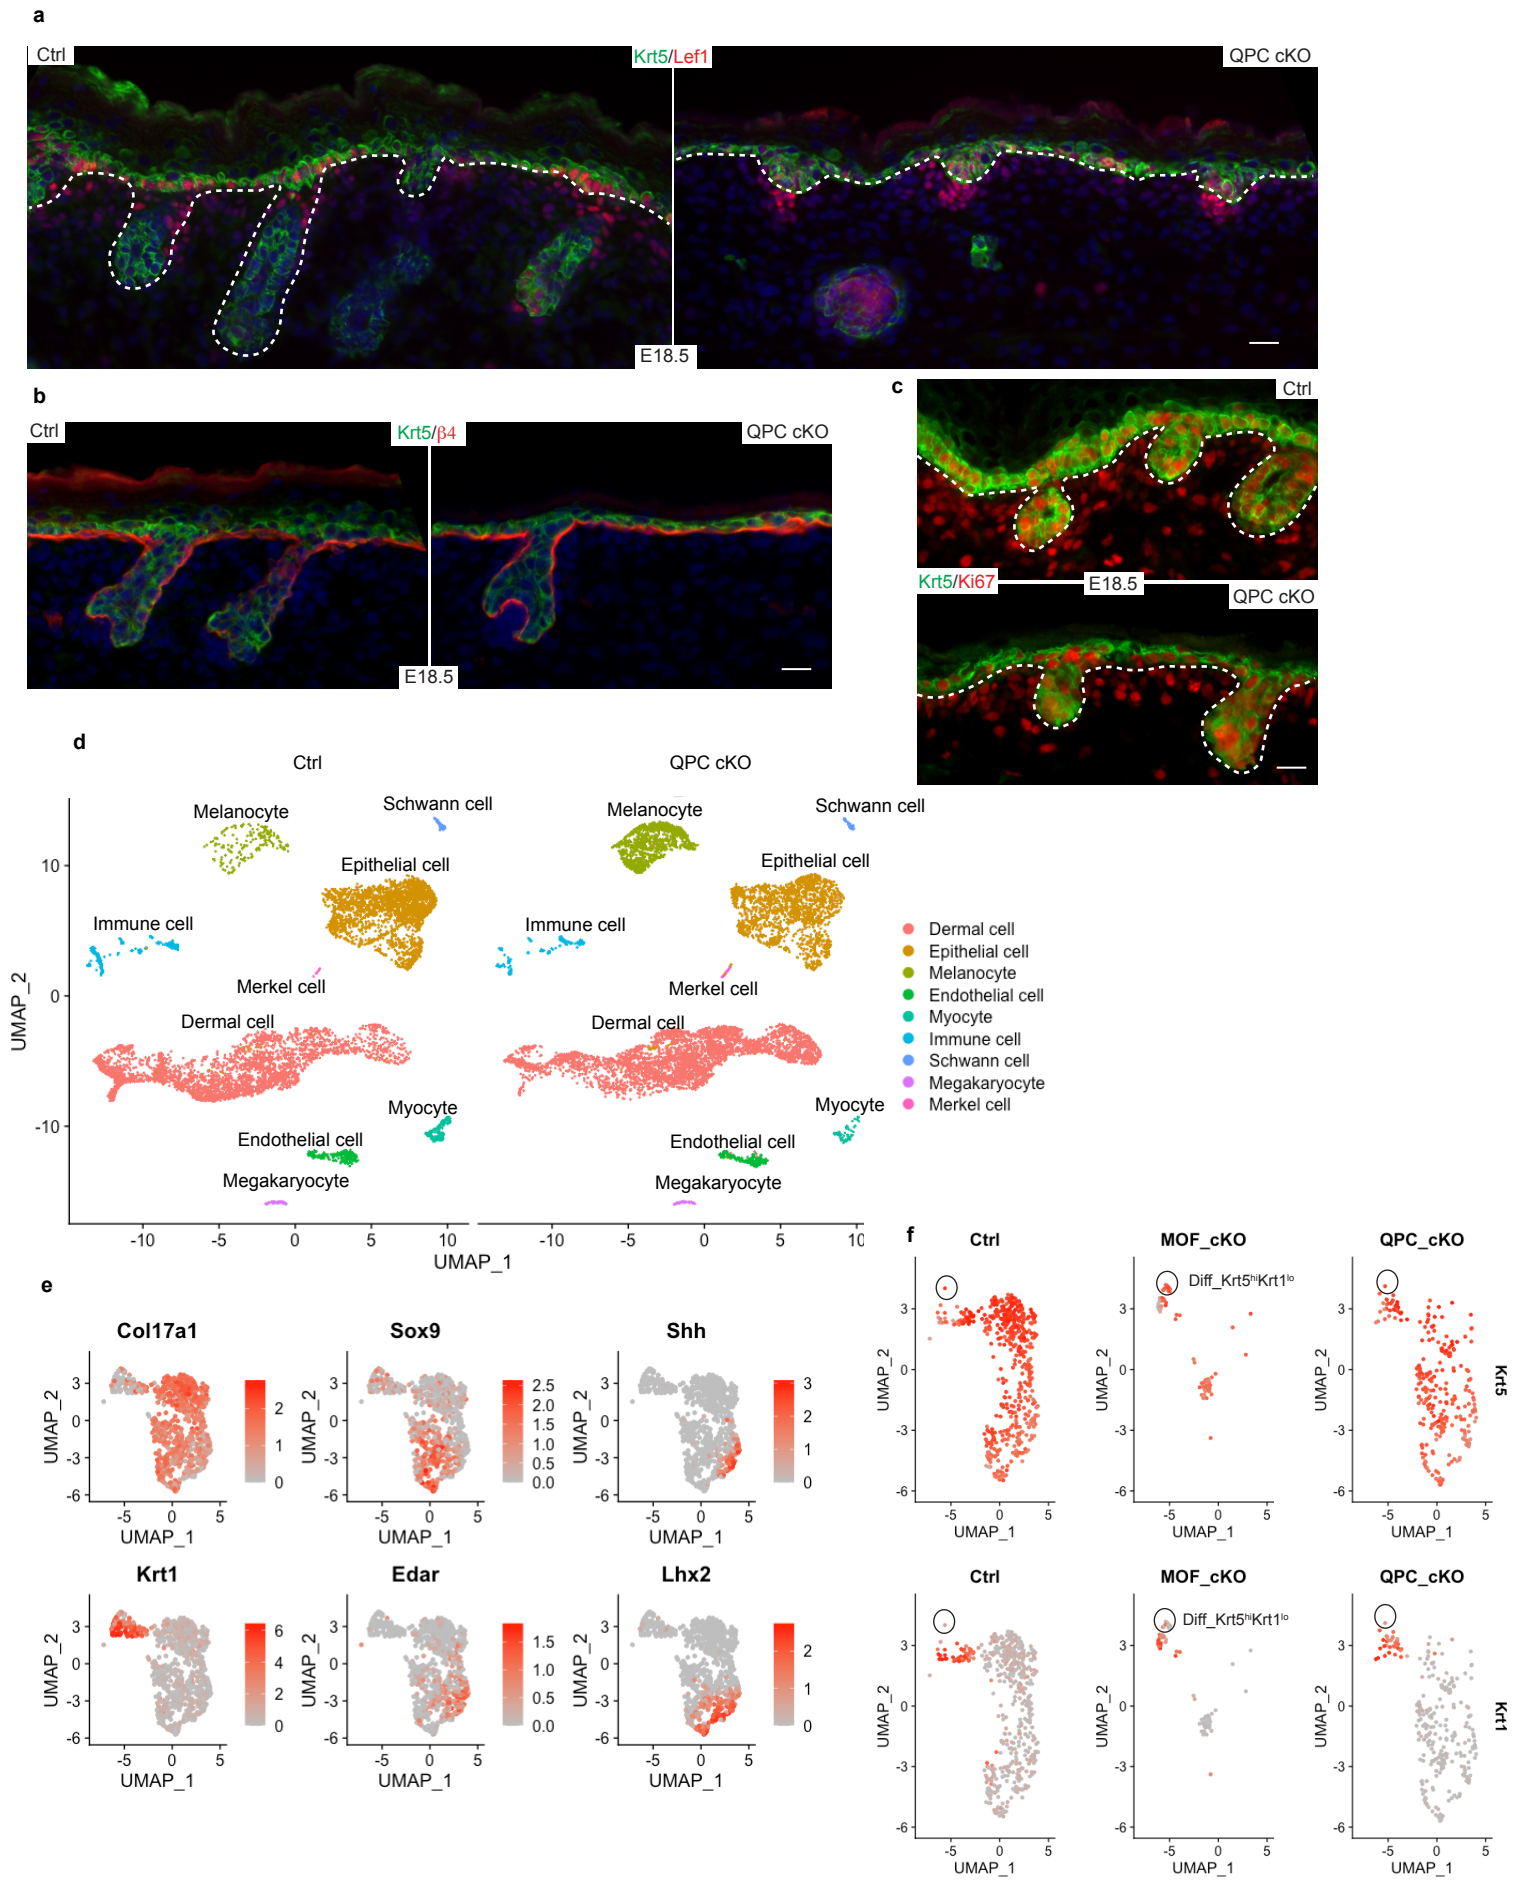

**Supplementary Fig. 7 | QPC cKO phenotypical analysis.** **a**, Reduced advanced stage hair follicles in E18.5 QPC cKO as shown by Lef1 staining. Representative images from three pairs of samples. **b**, Intact basement membrane as indicated by  $\beta 4$  integrin staining in QPC cKO. Representative images from three pairs of samples. **c**, Non-changed proliferation marked by similar proportion of Ki67+ cells in QPC cKO. Representative images from three pairs of samples. **d**, Nine cell types detected in E17.5 Ctrl and QPC cKO dorsal skin samples by scRNAseq. **e**, Feature plot of genes that were used for identifying each epithelial clusters. Col17a1 marks basal cells; Krt1 marks suprabasal cells; Sox9, Shh, Eda and Lhx2 all mark hair germ cells. **f**, Split view of Krt5 and Krt1 staining in Ctrl, MOF cKO and QPC cKO. Circle indicates Diff\_Krt5hi cells, which are only detected in MOF cKO, but not in Ctrl or QPC cKO samples. Ctrl, control; Diff\_Krt5<sup>hi</sup>Krt1<sup>lo</sup>, Krt5<sup>high</sup>Krt1<sup>low</sup> suprabasal cells as shown in Figure 3e. Scale bar, 20  $\mu$ m (**a-c**).

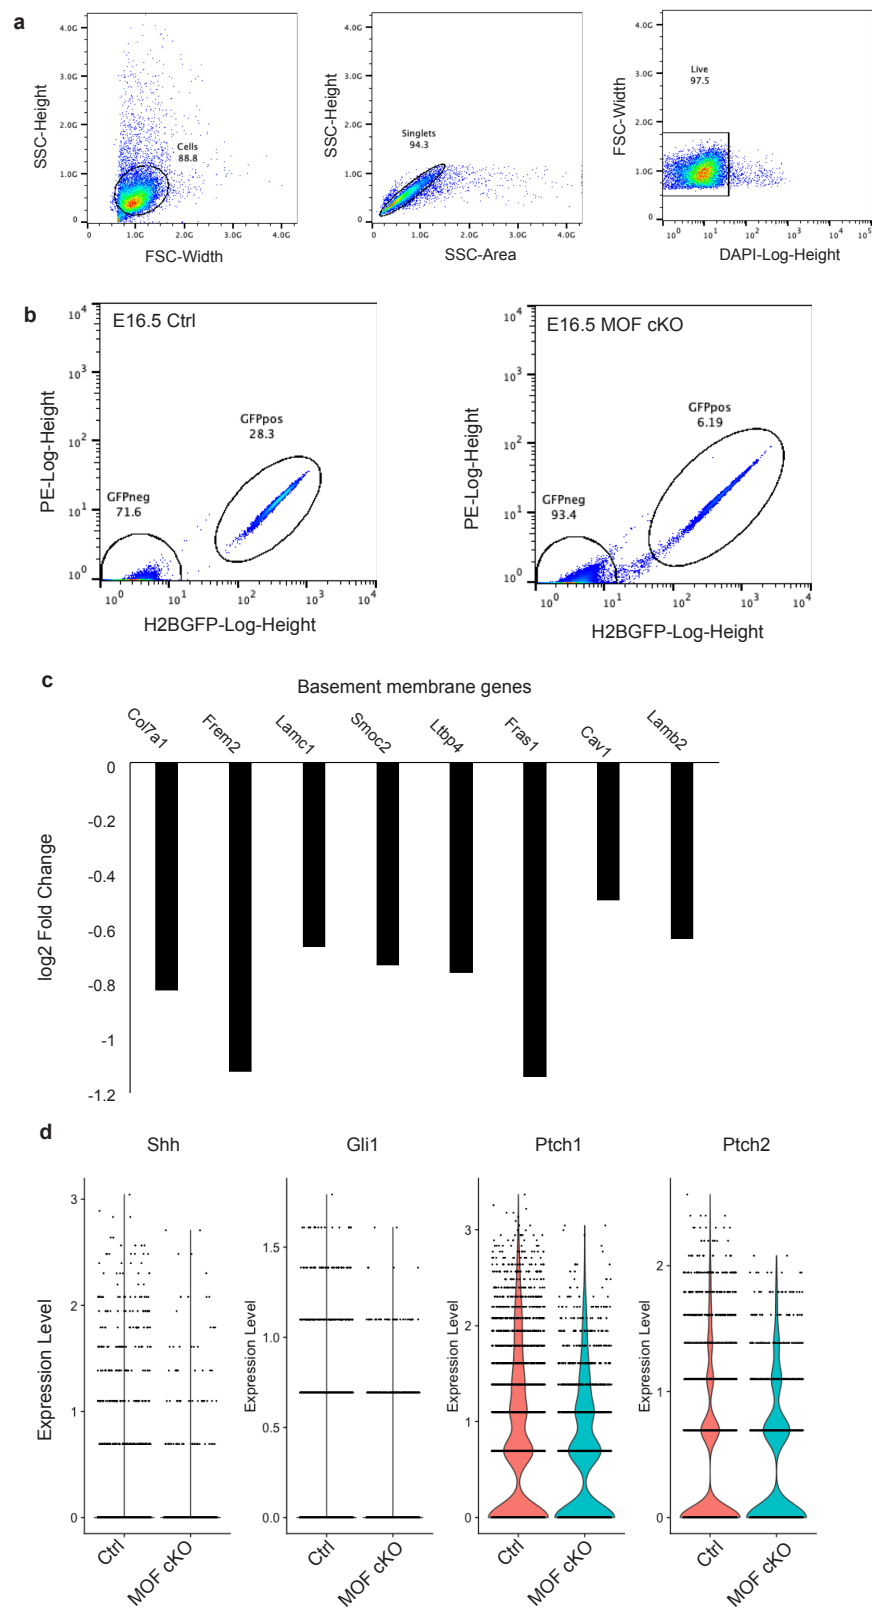

**Supplementary Fig. 8 | RNAseq analysis.** **a**, Gating strategy for flow cytometry sorting of K14-H2BGFP<sup>+</sup> epithelial cells. **b**, K14-H2BGFP<sup>+</sup> epithelial cell sorting profile for bulk RNAseq. **c**, Log2 fold change of downregulated basement membrane genes detected by bulk RNAseq. **d**, Downregulation of Shh and its target genes detected in E15.5 scRNAseq.

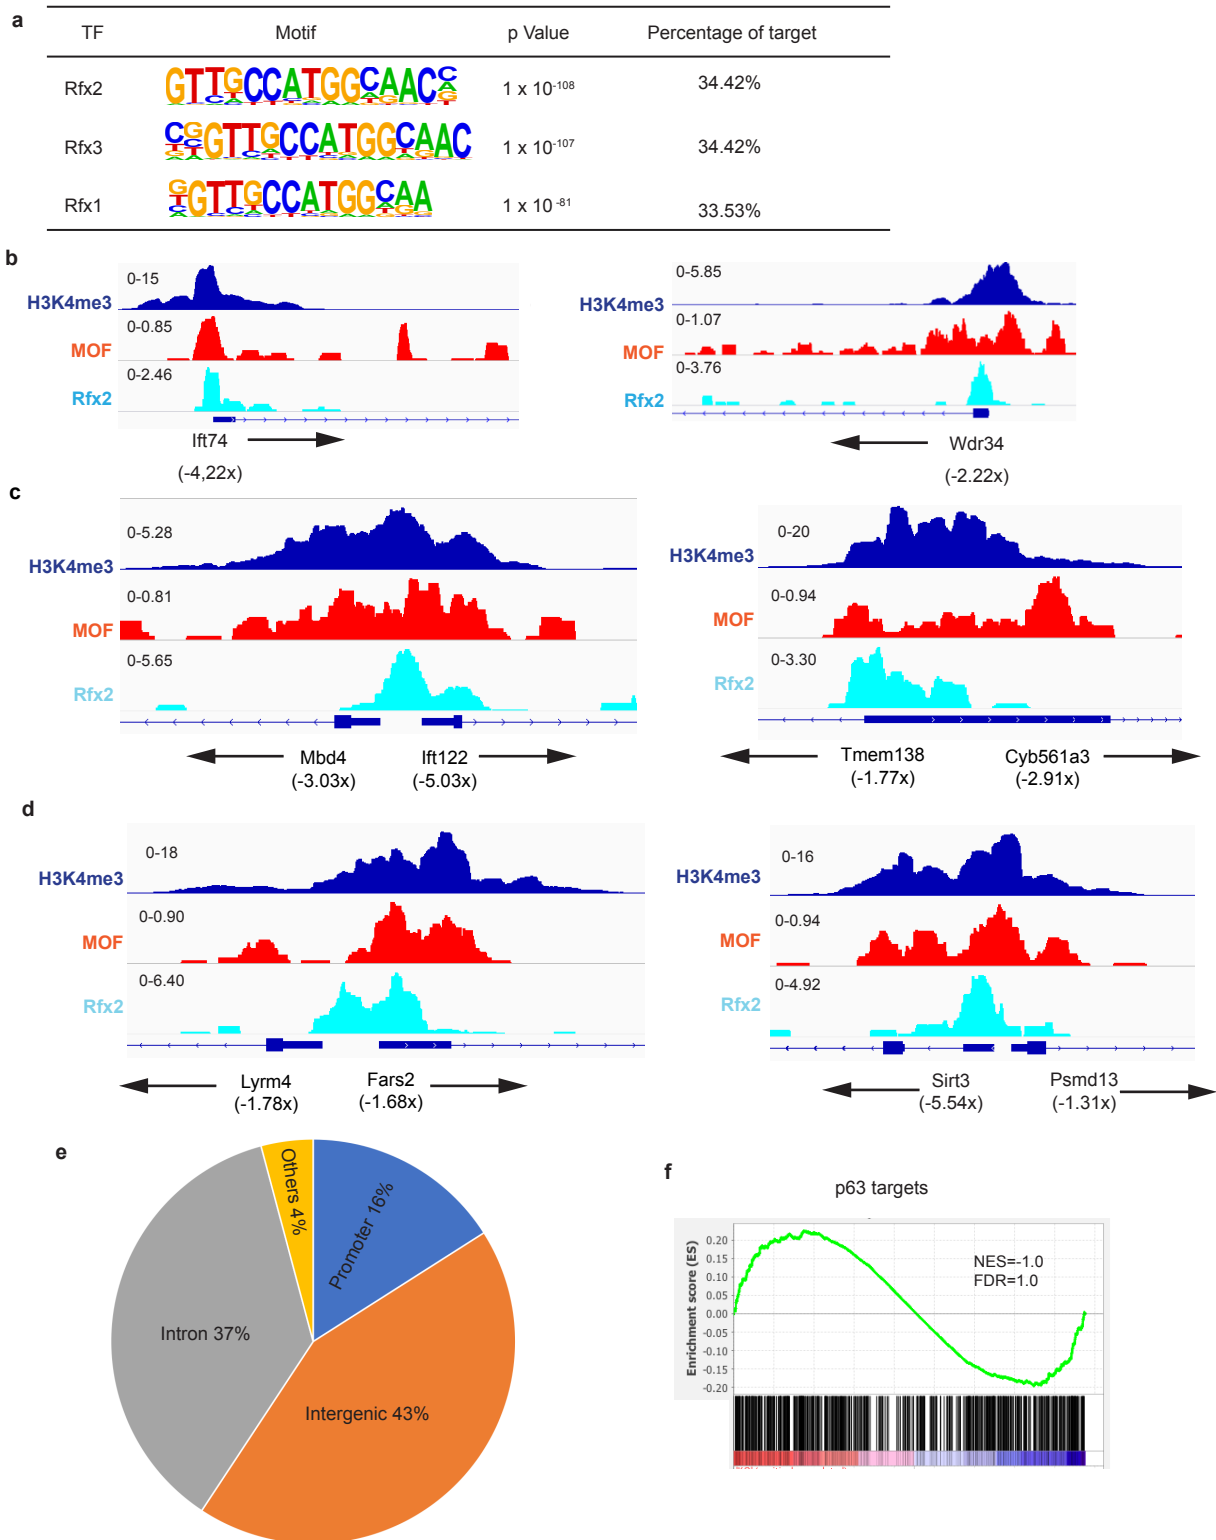

**Supplementary Fig. 9 | ChIPseq analysis.** **a**, Top enriched motifs in Rfx2 Cut&Run peaks. **b**, Examples of two ciliary genes, Ifi74 and Wdr34, that have both MOF and Rfx2 binding on their promoters marked by H3K4me3. **c**, Examples of two ciliary genes, Ifi122 and Tmem138, that share promoter with another gene, have MOF and Rfx2 binding on their promoters, and both genes are downregulated. **d**, Examples of two mitochondrial genes Lym4 and Fars2 that share one promoter, another mitochondrial gene Sirt3 shares the same promoter as Psmd13. Both shared promoters have MOF and Rfx2 binding and all four genes are downregulated in MOF cKO. **e**, Distribution of P63 Cut&Run peaks in the genome. **f**, GSEA for P63 targets identified in a previous study<sup>27</sup>. Values in parentheses indicate gene expression fold change calculated from bulk RNAseq. Arrows indicate the direction of gene transcription.

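In the bulk libraries, Ift74 on chromosome 4 of mm10 had 861 and 720 counts in control and 115 and 162 in MOF cKO, which is 27.0 ± 1.48 CPM and 6.32 ± 0.769 CPM (SD, n = 2). The 4.27-fold fall had an adjusted p of 0.000512 from edgeR's quasi-likelihood test. Wdr34 on chromosome 2 fell 2.24-fold, from 32.1 ± 3.20 to 14.3 ± 1.46 CPM (SD, n = 2), with an adjusted p of 0.00197 from edgeR's test.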

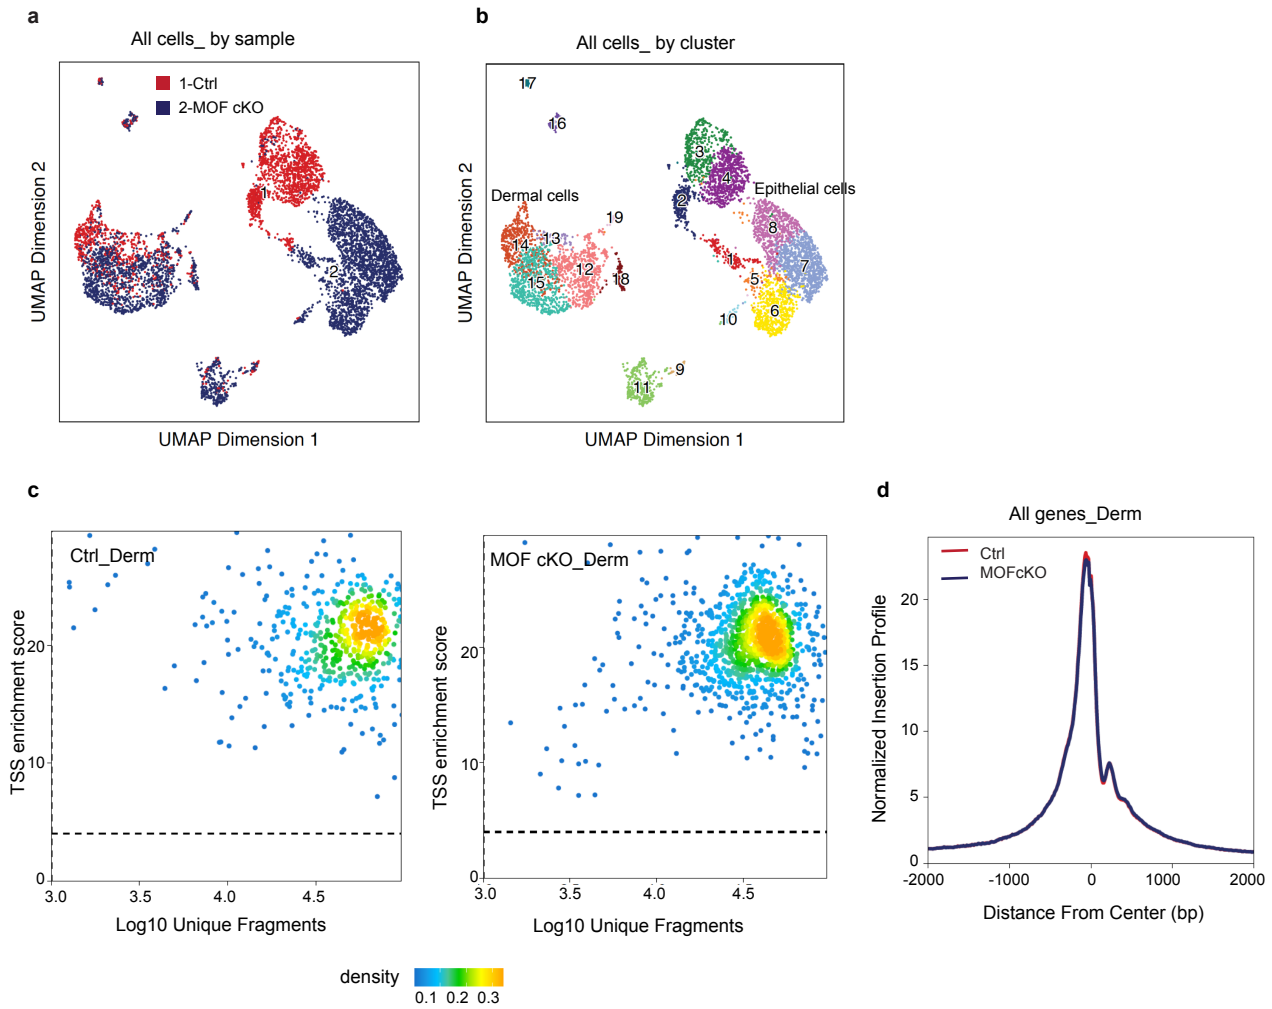

**Supplementary Fig. 10 | scATACseq analysis.** **a** and **b**, UMAP clustering of E16.5 scATACseq data for control (Ctrl) and MOF cKO, colored either by sample (**a**) or by cluster (**b**). **c**, Transcription start site (TSS) enrichment score vs. number of unique fragments calculated from scATACseq data for dermal population. Ctrl\_Derm, control\_dermal cells; MOF cKO\_Derm, MOF cKO\_dermal cells. **d**, Normalized Tn5 insertion profile for all genes in dermal cells (All genes\_Derm) calculated from scATACseq data.

# Supplementary material for: MOF-mediated histone H4 Lysine 16 acetylation governs mitochondrial and ciliary functions by controlling gene promoters
**Source:** Nat Commun. 2023 Jul 21;14:4404. doi: 10.1038/s41467-023-40108-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Summary of number and percentage of epithelial cells in E15.5 and E16.5 scRNAseq.

File Name: Supplementary Data 2

Description: Control and MOF cKO shared basal marker genes identified in E16.5 scRNAseq.

File Name: Supplementary Data 3

Description: Epithelial lineage genes identified in E16.5 control scRNAseq by comparing epithelial cells with all other non-epithelial cells.

File Name: Supplementary Data 4

Description: The exact p value for all the quantifications.

File Name: Supplementary Data 5

Description: qPCR primer sequences.

# Supplementary material for: MOF-mediated histone H4 Lysine 16 acetylation governs mitochondrial and ciliary functions by controlling gene promoters
**Source:** Nat Commun. 2023 Jul 21;14:4404. doi: 10.1038/s41467-023-40108-0
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Nikon NIS Elements, version 4.51.00; Leica LAS X suite, version 3.7 for image collection. Kansl1 cKO and control RNAseq libraries, scRNAseq libraries, scATACseq libraries and Cut&Run libraries were sequenced on Illumina NovaSeq 6000; MOF cKO and control RNAseq libraries and MOF ChIPseq library was sequenced on Illumina HiSeq 2500. Summit v5.0 for flow cytometry data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Data analysis   | For images, ImageJ, version 2.3.0/1.53f was used to quantify the fluorescent intensity, Pericentrin angle relative to the basement membrane, epidermal thickness, cilia length and percentage of ciliated cells. Flow cytometry data were analyzed using FlowJo, version 10.8.1. RNAseq data were aligned to the mouse genome (mm10) using HISAT2 (version 2.1.0). Expression of each gene was counted using HTSeq-count (version 0.9.1). Differential analysis was carried out using DESeq2 (version 1.38.3). ChIPseq and Cut&Run data were aligned to mm10 using Bowtie2 (version 2.2.9). Peak calling used MACS2 (version 2.1.1). K-means clustering was performed using seqMINER (version 1.3.4). Single cell RNAseq libraries were mapped to mm10 using cellranger (version 6.1.2), secondary analysis was done using R package Seurat (version 4.0). Single cell ATACseq libraries were aligned to mm10 using cellranger-atac (version 2.0.0), further downstream analysis was done using R package ArchR (version 1.0.1). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data were deposited to NCBI/GEO Super Series under accession number GSE214441. Mouse genome mm10 is available at <http://genome.ucsc.edu/cgi-bin/hgGateway?db=mm10>. Mouse cilium gene set was downloaded at [https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOCC\\_CILIUM.html](https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOCC_CILIUM.html). Mouse mitochondrion gene set was downloaded at [https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOCC\\_MITOCHONDRION.html](https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOCC_MITOCHONDRION.html). Mouse reference dataset for scRNAseq was downloaded from <https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest>. Mouse reference dataset for scATACseq was downloaded from <https://support.10xgenomics.com/single-cell-atac/software/downloads/latest>. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No analysis was used to predetermine sample sizes. We utilized sample sizes that are commonly used in literatures with similar topic (Rodrigues 2021, Valerio 2017) and we made every effort to avoid excessive or unnecessary use of animals. |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                          |
| Replication     | All experimental data were reliably reproduced in multiple independent experiments as indicated in the figure legends.                                                                                                                         |
| Randomization   | Mouse genotypes were predetermined by PCR, so they were not randomized.                                                                                                                                                                        |
| Blinding        | The investigators were not blinded for the analysis of this study. The MOF and QPC knockout animals show clear phenotype at the time of analysis, so blinding is not possible.                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Primary antibodies used for fluorescent staining in this study (supplier, catalogue number, effective dilution used): H4K16ac (Sigma-Aldrich, #07-329, 1:2000), Krt5 (Covance, #SIG-3475, 1:2000), Krt1 (Covance, #PRB-165P, 1:2000), Loricrin (The Rockefeller University, Gift from E. Fuchs, generated in the lab, 1:1000),  $\beta$ 4 integrin (BD Biosciences, #553745, 1:200), Col17 (Abcam, #ab184996, 1:500), Pericentrin (Covance, #PRB-432C, 1:200), E-Cadherin (The Rockefeller University, Gift from E. Fuchs, generated in the lab, 1:200),  $\alpha$ -Catenin (Cell Signaling Technology, #3236, 1:1000), Active-Caspase3 (R&D Systems, #AF835, 1:1000), Sox9 (Millipore, #AB5535, 1:500), Ki67 (Abcam, #ab15580, 1:500), Lef1 (Cell Signaling Technology, #2230, 1:500), P63 (Cell Signaling Technology, #4892, 1:200), BrdU (Abcam, #ab6326, 1:500), Krt6 (Covance, #PRB-169P, 1:500), H3K4me3 (Cell Signaling Technology, #9751, 1:200 for IF, 1:100 for Cut&Run), H3K27ac (Cell Signaling Technology, #8173, 1:200 for IF, 1:100 for Cut&Run), Arl13b (NeuroMab, #AB\_11000053, 1:10), MOF (Bethyl, #A300-992A, 1:100), H3Keme1 (Cell Signaling Technology, #9723, 1:100), Rfx2 (Sigma-Aldrich, #HPA048969, 1:100).

Secondary antibodies used in this study include goat anti-chicken, Alexa Fluor 488 (Invitrogen, A-11039, 1:2000), goat anti-rabbit, Alexa Fluor 555 (Invitrogen, A-21428, 1:2000), goat anti-rat Alexa Fluor 555 (Invitrogen, A-21434, 1:2000), goat anti-rat Alexa Fluor 488 (Invitrogen, A-11006, 1:2000), goat anti-mouse IgG2a Alexa Fluor 555 (Invitrogen, A-21137, 1:2000).

## Validation

Antibodies were validated in previous publications of the Yi lab (Fan 2019, Hoefert 2018, Wang 2013).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

Mouse keratinocytes were generated from wildtype newborn animals. HEK293T cells were from ATCC (CRL-11268).

## Authentication

The cell line was not authenticated.

## Mycoplasma contamination

The cell line was not tested for mycoplasma.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified lines was used in this study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Mus musculus. All experiments were carried out following IACUC-approved protocols and guidelines at CU Boulder and Northwestern, respectively. Mice were bred and housed according to guidelines of the IACUC in a pathogen-free facility at University of Colorado at Boulder and at Northwestern University Feinberg School of Medicine. Housing rooms have 12-hr light/dark cycles with an ambient temperature of 23 °C and 50% humidity.

Seven weeks old heterozygous animals with Krt14-Cre were used for breeding to generate conditional knockout. For MOF related study, all experiments were performed with E15.5 and E16.5 embryos; for Kansl1 related study, all experiments were performed with P0.5 newborns; for QPC related study, all experiments were performed with E17.5 and E18.5 embryos.

All the mice were C57Bl/6J and CD-1 mixed background.

## Wild animals

No wild animals was used in this study.

## Reporting on sex

No sex based analysis in this study.

## Field-collected samples

No field-collected samples was used in this study.

## Ethics oversight

The animal protocols were approved by the IACUC at University of Colorado, Boulder and Northwestern University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214441>

#### Files in database submission

Raw data include:

MOF.fq.gz; H4K16Ac\_1\_R1.fq.gz; H4K16Ac\_1\_R2.fq.gz; H4K16Ac\_2\_R1.fq.gz; H4K16Ac\_2\_R2.fq.gz; H4K16Ac\_3\_R1.fq.gz; H4K16Ac\_3\_R2.fq.gz; H3K4me1\_R1.fq.gz; H3K4me1\_R2.fq.gz; H3K4me3\_R1.fq.gz; H3K4me3\_R2.fq.gz; H3K4me3\_rep\_R1.fq.gz; H3K4me3\_rep\_R2.fq.gz; H3K27Ac\_R1.fq.gz; H3K27Ac\_R2.fq.gz; H3K27Ac\_rep\_R1.fq.gz; H3K27Ac\_rep\_R2.fq.gz; Rfx2\_R1.fq.gz; Rfx2\_R2.fq.gz.

Processed data include: MOF\_peaks.bed; Rfx2\_peaks.bed; H3K4me3\_peaks.bed; H3K27Ac\_rep\_peaks.bed.

#### Genome browser session

(e.g. [UCSC](#))

NA

### Methodology

#### Replicates

One replicate for MOF, H3K4me1 and Rfx2, three replicates for H4K16ac and two replicates for H3K4me3 and H3K27Ac.

#### Sequencing depth

Sample; raw reads; mapped reads; length of reads; type of reads

MOF; 40,747,419; 20,106,870; 151; SE  
H4K16Ac\_1; 9,961,274; 9,946,360; 150; PE  
H4K16Ac\_2; 6,310,355; 6,301,210; 150; PE  
H4K16Ac\_3; 12,739,961; 12,722,092; 150; PE  
H3K4me1; 26,371,012; 26,231,245; 150; PE  
H3K4me3; 15,307,836; 15,000,148; 150; PE  
H3K4me3\_rep; 45,125,370; 44,212,819; 150; PE  
H3K27Ac; 11,725,141; 11,716,419; 150; PE  
H3K17Ac\_rep; 62,035,582; 60,174,514; 150; PE  
Rfx2; 6,908,691; 6,904,021; 150; PE

#### Antibodies

MOF (Bethyl, #A300-992A, 1:100), H4K16ac (Sigma-Aldrich, #07-329, 1:100), Rfx2 (Sigma-Aldrich, #HPA048969, 1:100), H3K4me3 (Cell Signaling Technology, #9751, 1:100), H3K4me1 (Cell Signaling Technology, #9723, 1:100), H3K27ac (Cell Signaling Technology, #8173, 1:100).

#### Peak calling parameters

MOF peaks were called using MACS2 with parameter: --keep-dup auto --nomodel  
Rfx2, H3K4me3 and H3K27Ac peaks were called using MACS2 with parameter: BAMPE

#### Data quality

Data quality for all samples were visually examined in igv for robust peak. 11239 peaks were called for MOF; 337 peaks were called for Rfx2.

#### Software

Raw reads were mapped using Bowtie2; peaks were called using MACS2; K-means clustering was performed using seqMINER; enriched motifs were searched using Homer; data were visualized using igv.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

For E16.5 sorting, total dorsal skin was mined into small pieces and incubated with 0.1% collagenase (Worthington, LS004188) for 30 min at 37°C. After incubation, PBS was used to dilute the collagenase, then pipet to dissociate. Tissues were pelleted by centrifuge and then subject to fresh Trypsin digestion for 5 min at 37°C. PBS supplemented with 5% chelated FBS was used to neutralize Trypsin and cells were filtered through 40-um cell strainer. DAPI-positive dead cells were excluded and epithelial cells were enriched by selecting Krt14-H2BGF+ cells.

#### Instrument

MoFlo XDP (Beckman Coulter)

|                           |                                                                                                                                                                                                                                                                                                                                                              |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | Summit v5.0                                                                                                                                                                                                                                                                                                                                                  |
| Cell population abundance | Cells were sorted using the "Purity" option. Purity of sorted cells was checked by postsort and with > 90% of sorted cells falling into the gate of interest.                                                                                                                                                                                                |
| Gating strategy           | Main cell population was gated based on cell size (FSC) and complexity (SSC), singlets were gated based on SSC width, live cells were gated as DAPI-negative, epithelial cells were gated as K14-H2BGFP-positive. All gating has a clear negative and positive separation. A figure exemplifying the gating strategy is provided in Extended Data Figure 8a. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

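Bulk RNA sequencing was analysed for 2 comparisons with 2 libraries per group, 8 libraries in all: FACS-sorted epithelial cells of control and MOF cKO skin at E16.5, and epidermis of control and Kansl1 cKO pups at P0.5. The 2 experiments differ in stage, isolation and sequencer, so each was fitted alone. The authors aligned paired reads to mm10 with HISAT2 and deposited the count of reads on each gene from HTSeq-count, without normalization. Their own comparison used DESeq2. Each library lists 23432 gene symbols, and 98.3% of them were matched to GENCODE M21, an annotation of the same build, from which coordinates, transcript lengths and GC content were taken. Entries that name no gene held between 21.1% and 26.0% of the reads of a library and were left out of library sizes and tests.

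The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with edgeR's filterByExpr, scaled with TMM factors and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called at an adjusted p of 0.01 or lower and a fold change over 1.5, the thresholds of the article. Gene sets were tested with limma's camera with a preset correlation of 0.01, against an adjusted p of 0.05. Sets named in the article's claims (15) and other lists (22, of which those with at least 3 tested genes were used) were adjusted separately. Random lists of the same size, drawn 10000 times within 50 bins of mean expression, served as a second reference. The cell cycle genes came from Seurat 5.3.0. The number of libraries limits the precision. In simulated counts, of 196 changed genes tested in the MOF comparison, edgeR recovered 82.8% of those changed 4-fold and 49.5% of those changed 2-fold, with 1 false call. Each simulated gene had the average spread fitted for its expression, without the differences in spread between genes. Recovery in the real libraries can therefore differ.

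The samples, the comparisons, the rule for naming genes and the alternatives listed here were fixed before the data were examined. A crossed pairing of the Kansl1 cKO libraries and some tests of explanations were chosen after seeing the data. The genes named are those the article names or labels for these libraries, and in each experiment the 5 largest rises and 5 largest falls among called genes whose libraries do not overlap between genotypes, with a mean of at least 1 CPM. The result of 1 gene under this rule is not reported here. The alternatives were DESeq2, a likelihood ratio test, a test against the fold threshold, other scalings, other filters on low counts, the replicate number as a block, one fit over all libraries and other thresholds. Leaving out 1 library leaves a group with 1 library, so only fold changes were computed for it. A search for RFX motifs at promoters and the full Gene Ontology were not run. Single-cell, chromatin and protein data of the article were not analysed here.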

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

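Lists of genes that the article does not discuss for these libraries were tested with limma's camera. The tests of p53 activation, of RNA of macrophages and of RNA of other skin cells were written down before their results were computed, and the comparison of marker lists with each library left out was chosen after the results were seen.

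In MOF cKO, 42 tested targets of p53 had a median log2 fold change of 1.45, 36 of them higher and 29 called up (camera, adjusted p = 2.56e-10; fry, adjusted p = 0.0246). Cdkn1a, Mdm2 and Trp53inp1 were called up. None of 10000 random lists matched on expression reached this median, and it was 1.15 with library size alone. Activation of p53 after loss of MOF stays open, because the median restates the pattern and no other value tests it. Stress of sorted cells was not tested either. In Kansl1 cKO the same list had a median of 0.24 (camera, adjusted p = 0.0309), with 0 genes called and no support from fry (adjusted p = 0.364), and the median was 0.11 without control replicate 2 and 0.15 without Kansl1 cKO replicate 2.

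Macrophage markers rose most in MOF cKO, with a median log2 fold change of 4.33 and all 21 tested genes higher, also with the 2 genes of at most 3 counts per control library set to their lower bound (camera, adjusted p = 8.28e-10; fry, adjusted p = 0.0246). Lyz2 had 3 and 8 counts in control and 423 and 538 in MOF cKO, and C1qa had 2 and 5 against 171 and 181. The abundant markers C1qa, C1qb, C1qc, Csf1r and Tyrobp rose with Lyz2, which RNA of macrophages in the sorted cells would give and which may account for part of the immune genes. The interferon response list had a median of 1.72, mast cell markers 1.18 and endothelial markers 1.33, with camera adjusted p-values of 0.00126, 0.0255 and 0.0116. Of these 3 lists, fry supported the interferon response (adjusted p = 0.0208) and not the other two. Without MOF cKO replicate 2 the mast cell median was 0.67 and the endothelial median 0.78.

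In Kansl1 cKO, melanocyte markers had a median log2 fold change of 1.10, with all 12 tested genes higher, while dermal fibroblast markers had -1.52 and skeletal muscle markers -3.45. Macrophage markers were at 0.34 and Schwann cell markers at 0.31, or 0.59 without control replicate 1 and 0.55 without Kansl1 cKO replicate 2. The fibroblast median was -0.62 without control replicate 1, and that of melanocytes ran from 0.89 to 1.32 with each library left out. Of 81 marker genes of other skin cells with an adjusted p in DESeq2, 9 (11.1%) were called by DESeq2, against 0.657% of other genes (Fisher's exact test, two-sided, p = 6.29e-09), among them Col1a1, Dct and Pmel. They were 5 fibroblast markers, all lower, and 4 melanocyte markers, all higher. Fisher's exact test counts each gene as independent, so its p is too small where markers of 1 cell type move together. RNA of other cells on the epidermal sheets is therefore a candidate explanation for part of these calls. A smaller share of keratinocytes alone would raise all such lists alike, and the melanocyte and fibroblast lists stayed apart with each library left out. Acta1 had 1054 counts in control replicate 1 and 23, 30 and 9 in the other libraries, so 1 library decides the muscle list, whose median was -0.19 without it. Under fry only the Schwann cell markers passed (adjusted p = 0.0201), and the others did not.

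Also in Kansl1 cKO, mitochondrial ribosomal protein genes had a median of -0.29, with 69 of 76 lower, and the Reactome mitochondrial translation set -0.28 (camera, adjusted p = 1.46e-08 and 3.29e-08; fry, adjusted p = 0.0804 for both). The S and G2M cell cycle genes had a median of 0.30, AP1 genes 0.28 and RFX factors 0.31, none supported by fry. The cell cycle median was 0.11 without Kansl1 cKO replicate 1 and 0.13 without control replicate 1, and 0.46 without control replicate 2 or Kansl1 cKO replicate 2. AP1 genes were at 0.0524 without Kansl1 cKO replicate 2 and at 0.59 without replicate 1. RFX factors were at 0.16 without Kansl1 cKO replicate 1, 0.17 without control replicate 1, 0.51 without control replicate 2 and 0.67 without Kansl1 cKO replicate 2. No biological explanation of these shifts was tested.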

How the results depend on the processing

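In MOF cKO, the medians of the 3 ciliary sets stayed below 0 with library size alone, relative log expression factors, the filter of at least 10 counts in every library and the replicate block. Their enrichment among downregulated genes kept its direction with DESeq2's calls, with a log2 fold change below -1 and with log2 CPM as a term. With DESeq2's relative log expression factors, the filter of at least 10 counts in every library and 1 fit over all 8 libraries, the counts of genes called in MOF cKO stayed within 1.5 times. The causes of the changes below were not tested unless stated.

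The 1338 downregulated genes of MOF cKO became 2743 with library size alone, 2263 with the replicate block, 2197 with every gene of at least 1 count, 2139 with the likelihood ratio test, 2296 at an adjusted p of 0.05, 539 at a log2 fold change over 1.5 and 426 with a test against the fold. The 1395 upregulated genes became 769 with library size alone, 502 with the test against the fold and 475 at a log2 fold change over 1.5.  Of all calls, 51.0% were higher in MOF cKO, against 21.9% with library size alone, which lowers the median of all genes by 0.30.

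In Kansl1 cKO, where 0 genes were called, DESeq2 called 55 down and 35 up, the likelihood ratio test 114 and 71, and every gene of at least 1 count 117 and 73. Library size alone gave 1 gene down and none up. The other planned settings gave 0. The article speaks of pairs of samples and of littermate controls, without saying that a replicate number marks a shared litter. Deviations of same-numbered libraries correlated across genes by 0.21 in MOF cKO and -0.20 in Kansl1 cKO, and the replicate block gave 1903 upregulated genes in MOF cKO and 0 genes in Kansl1 cKO. A crossed pairing, chosen after seeing the data, called 1 gene down and 0 up in Kansl1 cKO.

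For gene sets, camera with an estimated correlation gave adjusted p-values over 0.05 for all sets. In MOF cKO these were 0.0923, 0.0977 and 0.107 for the ciliary core, primary cilium and intraflagellar transport, 0.586 for the electron transport chain subunits, mitochondrial protein import, S and G2M cell cycle and splicing, 0.594 for the respiratory chain, 0.234 and 0.4998 for the 2 DNA repair sets and 0.605 for extracellular matrix. In Kansl1 cKO they were 0.397 for both mitochondrial translation sets and 0.970 for cell cycle. Under fry, the electron transport chain subunits, respiratory chain and S and G2M cell cycle in MOF cKO had 0.0678, extracellular matrix 0.193, and the Kansl1 cKO mitochondrial translation sets 0.0804 and cell cycle 0.928; the Reactome cell cycle set in MOF cKO passed with 0.0295. Among random lists, the percentile was 76.6 for the electron transport chain subunits, 69.2 for the respiratory chain and 52.0 for splicing in MOF cKO, none past the threshold, and 0.000 for the Reactome cell cycle, which passed; in Kansl1 cKO it was 0.0700 and 0.160 for the electron transport and respiratory chain sets, which passed.

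With library size alone in MOF cKO, medians changed sign for electron transport chain subunits (-0.14), respiratory chain (-0.16), splicing (-0.11), basement membrane (-0.27) and extracellular matrix (-0.0146), and mitochondrial ribosomal proteins (-0.43), mitochondrial translation (-0.43) and the Reactome cell cycle (-0.46) passed. In Kansl1 cKO, it reversed the primary cilium (-0.0138), splicing (-0.0156) and basement membrane (-0.0196), and the filter of 10 counts reversed splicing (-0.0049) and basement membrane (-0.0079), all medians near 0. That filter left extracellular matrix in MOF cKO at 0.24, no longer past the threshold. The replicate block put basement membrane in MOF cKO at -0.0036.

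Across the fits that each left out 1 library, medians in MOF cKO ran from -0.68 to -0.62 for primary cilium, 0.0949 to 0.20 for respiratory chain, -0.16 to -0.10 for mitochondrial ribosomal proteins, -0.16 to -0.10 for mitochondrial translation, -0.34 to -0.22 for cell cycle, 0.16 to 0.21 for splicing, -0.18 to 0.0917 for basement membrane and 0.20 to 0.47 for extracellular matrix. In Kansl1 cKO they ran from -0.0751 to 0.0075 for electron transport chain subunits, -0.0751 to 0.0008 for respiratory chain, -0.31 to -0.24 for mitochondrial translation, -0.0325 to 0.11 for splicing and -0.0872 to 0.0156 for extracellular matrix.

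Enrichment among downregulated genes changed in some settings. The respiratory chain was depleted in the main test (odds ratio 0.116, adjusted p = 0.00896 from Fisher's exact test). With mean expression as a term its odds ratio was 0.109, with an adjusted p of 0.052 from the logistic model. Basement membrane changed with DESeq2 calls (1.93) and with a log2 fold change below -1 (1.44). With that threshold, the S and G2M (0.141, reversed) and Reactome (1.15) cell cycle sets changed as well. Mean expression as a term could not be fitted for the electron transport chain subunits, none of which was called. Of 350 comparisons over 70 named gene results, 306 kept direction and side of the adjusted p threshold, 39 were newly past it, 4 no longer past it and 1 reversed, Kansl1 in MOF cKO with library size alone (-0.17). The RFX motif alternatives were not run. In the simulated counts, 2-fold changes were often missed: edgeR recovered 33.3% of them in Kansl1 cKO.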

Differences from the paper's values

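The paper reports 51 downregulated genes in Kansl1 cKO, where edgeR's quasi-likelihood test gave 0, and 35 upregulated genes, where it gave 0. DESeq2 in place of edgeR gave 55 and 35, within 1.5 times of the paper's numbers, and DESeq2 is the tool of the paper's methods. The likelihood ratio test (114 and 71), every gene of at least 1 count (117 and 73) and the other planned settings did not.

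The paper's numbers for MOF cKO, 1734 downregulated and 1752 upregulated genes, lie within 1.5 times of 1338 and 1395, and DESeq2 gave 1735 and 1781. The fold changes of Fig. 6d, Supplementary Fig. 8c and Supplementary Fig. 9, read by eye, differed from those computed here by no more than the errors.

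The paper describes nuclear-encoded mitochondrial genes as downregulated in the bulk data. Here the electron transport chain subunits had a median log2 fold change of 0.17 and the mitochondrial ribosomal protein genes -0.12. With library size alone these were -0.14 and -0.43, and in that setting the ribosomal protein genes passed the threshold and the subunits did not. Of 84 tested mitochondrial genes drawn in Supplementary Fig. 6b, 57 were lower, with a median of -0.19, and 9 were called down and 4 up. That figure shows single cells at E15.5, while the bulk libraries hold sorted cells at E16.5. The list of mitochondrial genes that the paper took from GSEA was not used here.

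The paper describes Gli1 as downregulated in the bulk data, and its log2 fold change here was -0.68, not past both thresholds. It passed both with the replicate block and with every gene of at least 1 count. The 4 genes of Supplementary Fig. 9d and the pairs of Supplementary Fig. 9c are described as downregulated. Of these, Lyrm4, Fars2, Psmd13 and Tmem138, with log2 fold changes of -0.84, -0.77, -0.41 and -0.83, did not pass both thresholds. Lyrm4 and Fars2 passed at an adjusted p of 0.05, Fars2 also with the replicate block and with every gene of at least 1 count, Psmd13 with library size alone, and Tmem138 in no setting.

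Fig. 6d gives Arl13b, Cep290, Gli2, Bbs2 and Ccsap as downregulated, and none of the 5 passed both thresholds under edgeR's quasi-likelihood test. DESeq2 and upper-quartile factors called Bbs2, and DESeq2 called Ccsap. Library size alone called Arl13b, Gli2, Bbs2 and Ccsap. The replicate block, the likelihood ratio test, every gene of at least 1 count and an adjusted p of 0.05 each called Gli2, Bbs2 and Ccsap, and no setting called Cep290. Cav1 in Supplementary Fig. 8c passed with library size alone, with upper-quartile factors and with no fold threshold. The genes labelled in Supplementary Fig. 1f, called by the paper in Kansl1 cKO and not by edgeR's quasi-likelihood test, were all called by DESeq2, by the likelihood ratio test and with every gene of at least 1 count, and Igf2 also with library size alone.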

Other observations

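The explanations were tested on the same data in which the patterns were seen, and the tests of scaling and of linkage to Kansl1 were chosen after the results were seen.

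The lower ciliary genes of MOF cKO were set against technical explanations. Their median was -1.17, and the lowest median among 10000 random lists was -0.56 when matched on expression, -0.38 on transcript length and -0.41 on GC content, which argues against each as the whole cause. An error in scaling would move all genes alike. With library size alone the median of all genes was -0.32 and the ciliary median -1.47, which argues against scaling as the whole cause. Lower levels of RFX factors were a candidate explanation on the biological side. Rfx2 had a log2 fold change of -0.0825 (standard error 0.161), which argues against a fall of Rfx2 RNA, while Rfx3 had -0.32 (standard error 0.230), and its control libraries differ too much to decide.

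By Xist and Ddx3y, sex differed within each control group and not within the cKO groups. Both MOF cKO libraries had low Xist (12.0 and 9.99 CPM) and Ddx3y at 95.5 and 95.2 CPM. Both Kansl1 cKO libraries had Xist at 370.7 and 422.8 CPM and 0 Ddx3y counts. Xist was at 1517 CPM in E16.5 control replicate 1 and at 10.2 CPM in control replicate 2, which different sex of the embryos would give. Without the Xist-positive control library, 97.6% of the MOF cKO calls kept their direction and a fold over 1.5, and 19.3% of genes on the sex chromosomes were called against 19.6% of others. On the sex chromosomes, DESeq2 called 1.48% of genes in Kansl1 cKO against 0.704% of others (Fisher's exact test, two-sided, p = 0.0758). Of the genes DESeq2 called in Kansl1 cKO, 55 down and 35 up, the same check covered 86. All of these 86 (100.0%) kept their direction and a fold over 1.5 without the Xist-negative control. Sex alone is therefore unlikely to account for the calls checked in either experiment.

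Alleles of the targeting strain near a deleted gene would raise calls around it. Within 10 Mb of Kat8, 19.5% of genes were called against 19.6% elsewhere, which argues against linkage to Kat8 as the main source of the calls. Within 10 Mb of Kansl1 DESeq2 called 2 of 258 genes, too few to show whether there is a local excess, but the 88 other called genes with a position lay elsewhere, which linkage to Kansl1 leaves unexplained.

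The genes downregulated in MOF cKO had a median log2 fold change of -0.26 in Kansl1 cKO, below all 10000 random lists matched on expression, whose central range ran from -0.04 to 0.01. It was -0.34 without control replicate 1 and -0.11 without control replicate 2. The upregulated genes had a median of 0.10, and 0.0121 without control replicate 2. A weaker fall of the same genes after loss of Kansl1 stays open, because the median restates the pattern and no other value tests it. Stage and isolation also differ between the experiments. In 1 fit over the 8 libraries, the effects of the 2 deletions differed at an adjusted p of 0.01 or lower for 426 of 14565 genes (edgeR's quasi-likelihood test). The deleted gene, stage, isolation and sequencer change together in this contrast.

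Suprabasal markers had a median of 1.14 and stress keratins 3.86 (3.66 with a gene of at most 3 counts per control library at its lower bound) in MOF cKO, while basal keratinocyte markers had -0.0410, with 5 of 9 lower, and 0.145 without MOF cKO replicate 1. A shift of the sorted population toward suprabasal cells and a response within cells cannot be told apart, because the basal list moved both ways. Cytosolic ribosomal protein genes had a median of 0.98, with 80 of 81 higher. In the bulk libraries, the 20 tested electron transport chain genes of Fig. 4d had a median of 0.04 (0.0152 without MOF cKO replicate 1 and 0.0777 without replicate 2), and 10 were lower. With upper-quartile factors the median was -0.03 and with library size alone -0.27. Fig. 4d shows single cells at E15.5, while the bulk libraries hold sorted cells at E16.5. Of the 8 genes of Fig. 4e, from single cells at E16.5, 6 were lower in bulk, with a median of -0.083 and 0 called down.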
